# Myc is required for β-catenin-mediated mammary stem cell amplification and tumorigenesis

**DOI:** 10.1186/1476-4598-12-132

**Published:** 2013-10-30

**Authors:** Mejdi Moumen, Aurélie Chiche, Charles Decraene, Valérie Petit, Alberto Gandarillas, Marie-Ange Deugnier, Marina A Glukhova, Marisa M Faraldo

**Keywords:** β-catenin signaling, Mammary gland, Myc, Stem cells, Basal-like breast cancer

## Abstract

**Background:**

Basal-like breast cancer is a heterogeneous disease characterized by the expression of basal cell markers, no estrogen or progesterone receptor expression and a lack of HER2 ov erexpression. Recent studies have linked activation of the Wnt/β-catenin pathway, and its downstream target, Myc, to basal-like breast cancer. Transgenic mice K5ΔNβcat previously generated by our team present a constitutive activation of Wnt/β-catenin signaling in the basal myoepithelial cell layer, resulting in focal mammary hyperplasias that progress to invasive carcinomas. Mammary lesions developed by K5ΔNβcat mice consist essentially of basal epithelial cells that, in contrast to mammary myoepithelium, do not express smooth muscle markers.

**Methods:**

Microarray analysis was used to compare K5ΔNβcat mouse tumors to human breast tumors, mammary cancer cell lines and the tumors developed in other mouse models. Cre-Lox approach was employed to delete Myc from the mammary basal cell layer of K5ΔNβcat mice. Stem cell amplification in K5ΔNβcat mouse mammary epithelium was assessed with 3D-culture and transplantation assays.

**Results:**

Histological and microarray analyses of the mammary lesions of K5ΔNβcat females revealed their high similarity to a subset of basal-like human breast tumors with squamous differentiation. As in human basal-like carcinomas, the Myc pathway appeared to be activated in the mammary lesions of K5ΔNβcat mice. We found that a basal cell population with stem/progenitor characteristics was amplified in K5ΔNβcat mouse preneoplastic glands. Finally, the deletion of *Myc* from the mammary basal layer of K5ΔNβcat mice not only abolished the regenerative capacity of basal epithelial cells, but, in addition, completely prevented the tumorigenesis.

**Conclusions:**

These results strongly indicate that β-catenin-induced stem cell amplification and tumorigenesis rely ultimately on the Myc pathway activation and reinforce the hypothesis that basal stem/progenitor cells may be at the origin of a subset of basal-like breast tumors.

## Introduction

Microarray gene expression profiling of human primary breast tumors has identified five main cancer subtypes: luminal A and B, Her-2+, basal-like and normal-like [1-3]. In the last years, additional molecular subtypes have emerged including claudin-low and apocrine tumors [4,5]. The basal-like subtype, accounts for 15 to 20% of all breast cancers and is characterized by the expression of mammary basal cell markers, such as keratins 5 and 14 (K5 and K14 respectively) and the transcription factor p63. Basal-like tumors often exhibit poor differentiation and higher rates of proliferation and are frequently assimilated to triple-negative tumors, as neither express estrogen receptors (ER) nor progesterone receptors and both lack HER2 overexpression [1]. Metaplastic carcinomas, characterized by the differentiation of cancer cells towards squamous epithelium or mesenchymal elements, form part of the spectrum of basal-like tumors [6].

The transcription factor proto-oncogene Myc regulates the expression of many genes involved in the control of cellular metabolism, growth and proliferation [7]. Myc overexpression due to gene amplification or transcriptional regulation is commonly associated with human cancer. In breast cancer, Myc deregulation is associated with poor outcome [8] and recent studies have shown that Myc expression is particularly elevated in the basal-like (or triple-negative) subtype [9-11]. Myc is a transcriptional target of the Wnt/β-catenin, and activation of the Wnt/β-catenin signaling pathway has been linked to basal-like breast cancer [12,13].

The mammary epithelium consists of two layers: luminal secretory cells and basal myoepithelial cells. During lactation, luminal cells produce and secrete milk in response to hormone stimulation. In addition to the above mentioned basal epithelial markers, myoepithelial cells express smooth muscle (SM) contractile proteins, such as α-SM-actin and SM-myosin. Various studies in human and mouse models have suggested that multipotent stem cells capable of regenerating the mammary epithelium upon transplantation reside in the basal myoepithelial layer [14-16]. Unipotent lineage-restricted stem/progenitor cells have recently been identified by a lineage-tracing approach [17,18]. Although the mechanisms controlling the functions of mammary stem cells currently are understood only partly, several studies have pointed to Wnt/β-catenin pathway. First, Wnt factors have been shown to promote the self-renewal of mouse mammary epithelial cells capable of gland regeneration [19]. In addition, adult uni- and bipotent stem cells responsive to Wnt/β-catenin signaling have recently been described [17]. In human mammary epithelial cells, activation of the Wnt/β-catenin pathway after PTEN knockdown has been shown to induce the amplification of the stem/progenitor compartment [20].

It remains largely unknown how Wnt/β-catenin signaling promotes mammary stem cell expansion. A recent study has revealed that a Wnt target, the G-protein-coupled receptor Lrg5, is necessary for mammary stem cell activity [21]. We have shown that another Wnt/β-catenin target, Myc, is essential for mammary stem cell function in normal adult gland homeostasis [22]. However, it remains unknown, if Myc is required for mammary stem cell amplification and tumorigenesis driven by β-catenin, or, other effectors of Wnt/β-catenin signaling pathway can substitute for Myc in the control of mammary stem cell expansion and development of malignant breast lesions. Here, we address this question using a genetic approach. The transgenic K5ΔNβcat mice generated by our team display a constitutive activation of Wnt/β-catenin signaling due to the expression of a stabilized form of β-catenin in the mammary basal cell layer and develop mammary lesions resembling basal-like mammary carcinomas [23]. We show here that the stem cell pool is amplified in the preneoplastic glands of K5ΔNβcat mice. Furthermore, we found that Myc is required for this amplification and for β-catenin-induced tumorigenesis.

## Results

### Constitutive activation of β - catenin signaling in mammary basal cells induces triple-negative tumors

Female K5ΔNβcat mice develop mammary tumors with a median latency of 10 to 11 months [23]. Focal ductal hyperplasias, visible at early stages, progress to carcinomas, often presenting areas of squamous differentiation (Figure 1A). The tumors are highly proliferative and consist of cells positive for basal markers, including K5, K14 and p63, but negative for the smooth muscle proteins characteristic of myoepithelial cells, such as α-SMA and calponin (Figure 1B, Additional file 1: Figure S1A). These tumors stain negative for estrogen and progesterone receptors (ER and PR; Figure 1C,D). Moderate levels of ErbB2 were detected, but not higher than those found in normal tissue (Additional file 1: Figure S1B).

**Figure 1:**
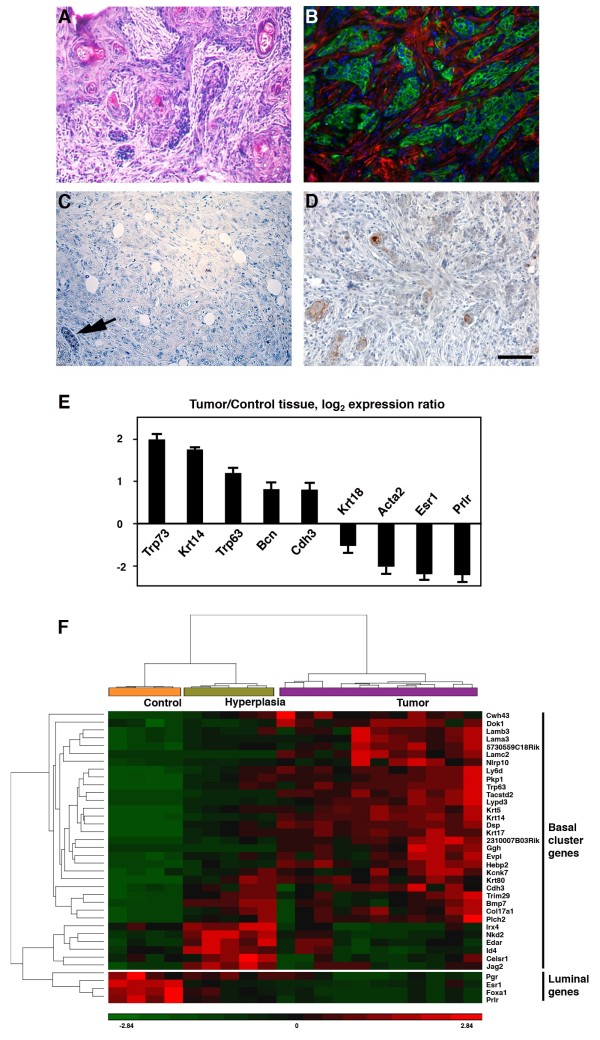
**K5ΔNβcat mammary tumors display characteristics of basal-like tumors. A**. Haematoxylin/eosin staining. **B**. Double immunofluorescence analysis with anti-K5 (green) and anti α-SMA (red) antibodies; nuclei are stained with DAPI. **C, D**. Immunohistochemistry with anti-ER **(C)** and anti-PR **(D)** antibodies. Arrow in C indicates the presence of normal ductal luminal cells positively stained for ER. Bar: 75 μm **(B,C)**, 150 μm **(A,D)**. **E**. qPCR analysis of representative basal and luminal genes. The graph shows mean values ± SEM for four control tissue and five K5ΔNβcat tumor samples; *p* < 0.05. **F**. Cluster analysis of K5ΔNβcat tumors, for the subset of genes defining the basal cluster in mouse tumor models (upper panel, [24]) and four luminal epithelial genes (lower panel). Data from 4 control mammary tissue, 5 hyperplasia and 11 tumor samples from K5ΔNβcat female are shown.

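RNA from 4 samples of control mammary tissue and from 5 small hyperplasias, 5 large hyperplasias and 11 tumors of K5ΔNβcat mice was hybridised to Affymetrix mouse genome arrays, 1 array per sample. The sample labels part small from large hyperplasias. The legend of Figure 1F counts 5 hyperplasias and does not say which size they are, so each size was compared with control tissue. The authors made the values as linear MAS5 signals and scaled each array to a mean of 100, leaving out the lowest and the highest 2% of its signals. From there, limma was run on log2 of the signal plus 16, in 1 model of the tissue arrays, with no further normalization. A probe set was tested where the higher of the 2 group medians was at least 30, the background cut-off of the methods, and called at a Benjamini-Hochberg adjusted p under 0.05. Signals of at least 30 were found for 46.2% to 51.9% of 45037 probe sets on a tissue array, and the median signal of an array ranged from 23.9 in a tumor to 32.9 in a large hyperplasia. Where every array of a group was below 30, the fold is given as a bound against 30.

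Of 24086 probe sets tested, 8002 were higher and 8650 were lower in tumors than in control tissue. In large hyperplasias, 6155 of 24001 probe sets were higher and 4822 were lower, and in small hyperplasias 3945 of 23489 were higher and 3388 were lower. This excess of rises depends on the scaling. With quantile normalization, 5599 were higher and 5690 lower in large hyperplasias, and 3817 and 3888 in small hyperplasias. The labels do not say that these samples came from separate animals, so the p-values measure the spread between these samples. The number of arrays, 4 in the control group, limits the precision of each difference.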

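Genes of basal epithelium were higher in K5ΔNβcat tumors and in both kinds of hyperplasia than in control tissue. Of 24 basal genes tested in tumors, 19 rose and 2 fell (21 and 2 when adjusted over the list alone), with a median log2 difference of 1.71. The signal of *Krt14*, a keratin of basal cells, was 4474 ± 581 (SD, n = 11) in tumors and 331 ± 34.5 (SD, n = 4) in control tissue, a log2 difference of 3.69 (standard error 0.14, adjusted p = 4.8e-17 from limma). *Krt5*, which pairs with *Krt14* in keratin filaments, had a signal of 2762 ± 541 (SD, n = 11) in tumors and 309 ± 56.3 (SD, n = 4) in control tissue, a log2 difference of 3.09 (adjusted p = 4.7e-15). *Trp63*, which encodes p63, a transcription factor of basal cells, rose by 2.54 on the log2 scale (standard error 0.19, adjusted p = 1.1e-11). *Cdh3*, which encodes P-cadherin, rose by 0.80 (adjusted p = 9.7e-04). *Trp73*, which encodes a relative of p63, was not tested in tumors, since its signal was 22.0 ± 6.88 (SD, n = 11) there and 13.3 ± 8.12 (SD, n = 4) in control tissue. The basal genes that fell were *Dst*, which encodes a linker of keratin to hemidesmosomes, at -1.41 (adjusted p = 8.4e-08), and *Irx4*, a homeobox gene, at -0.80 (adjusted p = 0.011).

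Large hyperplasias had 23 of 25 basal genes higher and 1 lower (the same counts when adjusted over the list alone), with a median of 1.76. In them, *Krt14* rose by 2.95, *Krt5* by 2.61 and *Trp63* by 2.13 (adjusted p = 5.1e-13, 2.3e-11 and 2.3e-08), and *Trp73* was at least 1.24-fold higher (adjusted p = 2.9e-04). In small hyperplasias 17 of 24 were higher and 1 was lower (20 and 1 when adjusted over the list alone), with a median of 1.21. The basal list stood above the other genes by camera with a preset correlation in tumors (adjusted p = 1.8e-06), large hyperplasias (3.0e-10) and small hyperplasias (5.2e-11). With an estimated correlation between genes the call holds in small hyperplasias (adjusted p = 0.046) and is lost in large hyperplasias (adjusted p = 0.084) and tumors (adjusted p = 0.23). Table S2 of the study, chosen on these arrays, holds 1 of the 25 basal genes.

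Smooth muscle genes went down on balance. In tumors 10 of 16 fell and 5 rose (the same counts when adjusted over the list alone), with a median of -0.69 that did not pass camera (adjusted p = 0.17, and 0.50 with an estimated correlation). In large hyperplasias 11 of 17 fell and 1 rose, with a median of -0.80 (adjusted p = 0.0014 from camera, adjusted p = 0.13 with an estimated correlation). In small hyperplasias 6 of 16 fell and none rose, with a median of -0.58 (adjusted p = 0.0067 from camera, adjusted p = 0.19 with an estimated correlation). *Acta2*, which encodes α-SMA, had a signal of 2194 ± 520 (SD, n = 11) in tumors, 1523 ± 410 (SD, n = 5) in large hyperplasias and 3423 ± 439 (SD, n = 4) in control tissue, which gives log2 differences of -0.67 and -1.19 (adjusted p = 0.0011 and 1.8e-05). *Cnn1*, which encodes calponin, had log2 differences of -1.86 and -2.08 (adjusted p = 2.8e-07 and 1.7e-06). *Myh11*, the smooth muscle myosin heavy chain gene, fell by 2.61 in tumors on the log2 scale, and *Synpo2*, which encodes an actin-binding protein, was at least 14.0-fold lower there (adjusted p = 2.2e-11 and 2.9e-12). Those that rose in tumors, *Tpm1*, *Tpm2*, *Actg2*, *Cald1* and *Csrp1*, encode actin and proteins that bind it, with log2 differences of 0.68 to 1.57. Of 6 skeletal muscle genes, 3 rose and 1 fell in tumors (the same counts when adjusted over the list alone), with a median of 1.64, or 1.08 with genes below 30 at their bound, which did not pass camera (adjusted p = 0.40, and 0.79 with an estimated correlation). Their mean ranged from -0.71 to 3.52 in single tumors and from -0.93 to -0.58 in single large hyperplasias.

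Of 9 genes of hormone-sensing luminal cells, 5 fell and 2 rose in tumors (the same counts when adjusted over the list alone), with a median of -0.86 that did not pass camera (adjusted p = 0.46, and 0.79 with an estimated correlation). *Esr1*, which encodes estrogen receptor α, had a signal of 146 ± 83.7 (SD, n = 11) in tumors, 218 ± 35.8 (SD, n = 5) in large hyperplasias and 752 ± 89.7 (SD, n = 4) in control tissue, with log2 differences of -2.35 and -1.72 (adjusted p = 9.1e-10 and 6.0e-06). In large hyperplasias 2 of the 9 fell and 1 rose, with a median of -0.33 (adjusted p = 0.37 from camera, adjusted p = 0.66 with an estimated correlation). In small hyperplasias 1 fell and 2 rose, with a median of 0.45 and a mean of -0.04, and camera ranked the list downward without passing (adjusted p = 0.96, and 0.98 with an estimated correlation). Markers of other cells moved with these groups. In tumors, all 13 adipocyte genes tested fell, with a median log2 difference of -4.93, all 12 endothelial genes fell, with a median of -1.11, and 10 of 16 genes shared by all epithelia rose and none fell, with a median of 1.51. In large hyperplasias the medians of these lists were -1.76, -1.10 and 0.87, and in small hyperplasias -0.997, -0.57 and 0.73.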

Affymetrix microarray gene expression analyses of K5ΔNβcat mouse mammary tumors and hyperplasias confirmed their basal characteristics, with an upregulation of basal genes and downregulation of luminal and smooth muscle genes. Quantitative RT-PCR (qPCR) analyses confirmed the upregulation of basal markers, such as *Krt14*, *Trp63*, *Trp73, Cdh3* and *Bcn,* and downregulation of the luminal genes *Krt18*, *Esr1*, *Prlr* and the smooth muscle marker, *Acta2*, with respect to control tissue (Figure 1E).

We performed a hierarchical clustering analysis of control and K5ΔNβcat mice datasets with a previously established basal gene signature [24]. We identified three distinct sample groups, corresponding to normal tissue, hyperplasia and tumors (Figure 1F). 

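When the 37 genes of the basal and hormone-sensing luminal lists were used to cluster 4 control tissues, 5 small hyperplasias and 11 tumors, a tree cut into 3 groups parted the samples exactly as labelled (adjusted Rand index 1). With large hyperplasias in place of small ones, the 4 control tissues stood apart, the 5 large hyperplasias fell in 1 group with 10 tumors, and 1 tumor stood alone (adjusted Rand index 0.39). The 1000 most variable probe sets parted large hyperplasias, tumors and control tissue completely (adjusted Rand index 1). With all 25 samples and 3 groups, tumors, hyperplasias of both sizes and control tissue were parted, which gives an index of 0.81. This index was 0.21 with no offset and 0.17 to 0.83 with 1 sample left out at a time. Distances were Euclidean on standardized log2 signals, with average linkage. The index for large hyperplasias on the 37 genes was 0.83 with complete linkage and 1 with a distance from the Pearson correlation, and leaving out 1 sample at a time gave 0.33 to 1. For small hyperplasias it was 0.83 with complete linkage, no offset or quantile normalization and 0.575 with the Pearson distance, and leaving out 1 sample at a time gave 0.66 to 1.

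Genes that Figure 1F marks as high in hyperplasia were higher in large hyperplasias than in control tissue. *Nkd2*, which encodes an inhibitor of Wnt signaling, rose by 2.14 (adjusted p = 2.9e-06) by its brightest probe set, and the other 3 gave 2.32 (adjusted p = 4.1e-06), 1.67 (adjusted p = 2.2e-05) and -0.21 (adjusted p = 0.41, not called). *Jag2*, a Notch ligand gene, rose by 0.86 (adjusted p = 2.4e-04). *Edar*, which encodes a receptor of hair follicle placodes, was at least 1.28-fold higher (adjusted p = 7.3e-05). The other calls hang on single samples. *Id4*, which encodes an inhibitor of helix-loop-helix factors, rose by 1.16 (adjusted p = 0.027) and was not called without large hyperplasia 5 (1.06) or control tissue 1 (0.96) or 4 (1.15). *Celsr1*, a planar polarity cadherin gene, rose by 0.65 (adjusted p = 0.012) and was not called without control tissue 3 (0.53). *Irx4*, a homeobox gene, rose by 0.79 (adjusted p = 0.040) and was not called without large hyperplasia 1 (0.73), 2 (0.72) or 4 (0.80) or control tissue 1 (0.68), 3 (0.79) or 4 (0.78). In small hyperplasias, 3 of these 6 genes were called against control tissue. *Nkd2* rose by 1.45 (adjusted p = 7.1e-04), *Edar* was at least 1.16-fold higher (adjusted p = 3.6e-04; not called with signals floored at 30, where adjusted p = 0.11), and *Id4* rose by 1.30 (adjusted p = 0.022) and was not called without control tissue 1 (1.10). *Irx4* (0.52, adjusted p = 0.21), *Celsr1* (0.33, adjusted p = 0.23) and *Jag2* (0.24, adjusted p = 0.31) were not called there, though *Irx4* was with signals floored at 30 (adjusted p = 0.015), with only the 2 groups fitted (adjusted p = 0.040) and by the methods' t-test at an unadjusted p (0.019).

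The same genes parted large hyperplasias from tumors directly. *Irx4* had a signal of 90.0 ± 18.0 (SD, n = 5) in large hyperplasias and 22.5 ± 17.7 (SD, n = 11) in tumors, a log2 difference of -1.58 (adjusted p = 1.2e-05) for tumors against large hyperplasias. *Nkd2* had a signal of 382 ± 80.4 (SD, n = 5) in large hyperplasias and 127 ± 57.4 (SD, n = 11) in tumors, a log2 difference of -1.56 (adjusted p = 9.6e-06). *Id4* fell by 1.64 from large hyperplasias to tumors on the log2 scale (adjusted p = 3.0e-04). *Edar* had a log2 difference of -0.90 (adjusted p = 7.3e-04), *Celsr1* one of -0.72 (adjusted p = 8.5e-04) and *Jag2* one of -0.53 (adjusted p = 0.0026).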

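In each of the 11 tumors, basal genes were higher and smooth muscle genes lower than in control tissue on average over their lists. The mean over 25 basal genes, as a log2 difference from the mean of control tissue, lay between 1.37 and 2.28 in tumors and between -0.29 and 0.16 in control tissue. Smooth muscle genes lay between -1.09 and -0.49 in tumors. Hormone-sensing luminal genes lay between -1.57 and -0.28 in tumors and between -0.23 and 0.13 in control tissue. Luminal keratin and junction genes lay between -0.78 and 0.48 in tumors and overlapped control tissue, at -0.33 to 0.21.

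Among other basal genes, *Dsc3*, a desmosomal cadherin gene, was at least 29.1-fold higher in tumors than in control tissue (adjusted p = 2.5e-15). *Krt17*, a keratin of activated epidermis, had a signal of 2431 ± 435 (SD, n = 11) in tumors and 49.6 ± 6.08 (SD, n = 4) in control tissue, a log2 difference of 5.21 (adjusted p = 3.0e-20). *Sfn*, which encodes the 14-3-3σ protein, rose by 3.90 (adjusted p = 1.9e-13). Among luminal genes, *Foxa1*, a cofactor of the estrogen receptor, had a signal of 87.7 ± 80.7 (SD, n = 11) in tumors and 806 ± 204 (SD, n = 4) in control tissue, a log2 difference of -3.31 (adjusted p = 9.7e-08). *Pgr*, which encodes the progesterone receptor, had a log2 difference of -1.88 (adjusted p = 8.4e-04), and *Cited1*, a transcriptional coregulator gene, one of -2.69 (adjusted p = 3.4e-05). Those of the list that rose were *Gata3*, a transcription factor gene of luminal cells, at 0.91, and *Wnt4*, a paracrine signal of progesterone, at 0.68 (adjusted p = 2.2e-05 and 1.4e-04).

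Of 14 luminal keratin and junction genes, 4 fell and 4 rose (the same counts when adjusted over the list alone). Their median log2 difference was -0.31, their mean was -0.07, and camera ranked the list slightly upward, which did not pass (adjusted p = 0.95, and 0.98 with an estimated correlation). In large hyperplasias 1 of the 14 rose and none fell (0 and 0 when adjusted over the list alone), with a median of -0.29 (adjusted p = 0.54 from camera, adjusted p = 0.79 with an estimated correlation), and in small hyperplasias 2 rose and none fell, with a median of 0.13. In tumors, *Krt18* had a signal of 1540 ± 638 (SD, n = 11) in tumors and 1802 ± 414 (SD, n = 4) in control tissue, a log2 difference of -0.32 (standard error 0.28, adjusted p = 0.32), and *Krt8*, its partner keratin, had one of -0.30 (adjusted p = 0.34). *Krt19*, another luminal keratin, fell by 1.61 on the log2 scale, and *Kit*, which encodes a receptor of luminal progenitors, fell by 1.23 (adjusted p = 0.0010 and 4.4e-04). *Aldh1a3*, an enzyme gene of luminal progenitors, rose by 1.88, and *Cldn4*, a tight junction gene, rose by 1.77 (adjusted p = 3.3e-08 and 2.1e-07).

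The paper reads the higher basal genes and the lower luminal and smooth muscle genes as further evidence of basal characteristics in tumors and hyperplasias. The paper's case also rests on staining and qPCR of tumors and on clustering with human basal-like tumors and cell lines.

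**Figure D1:**
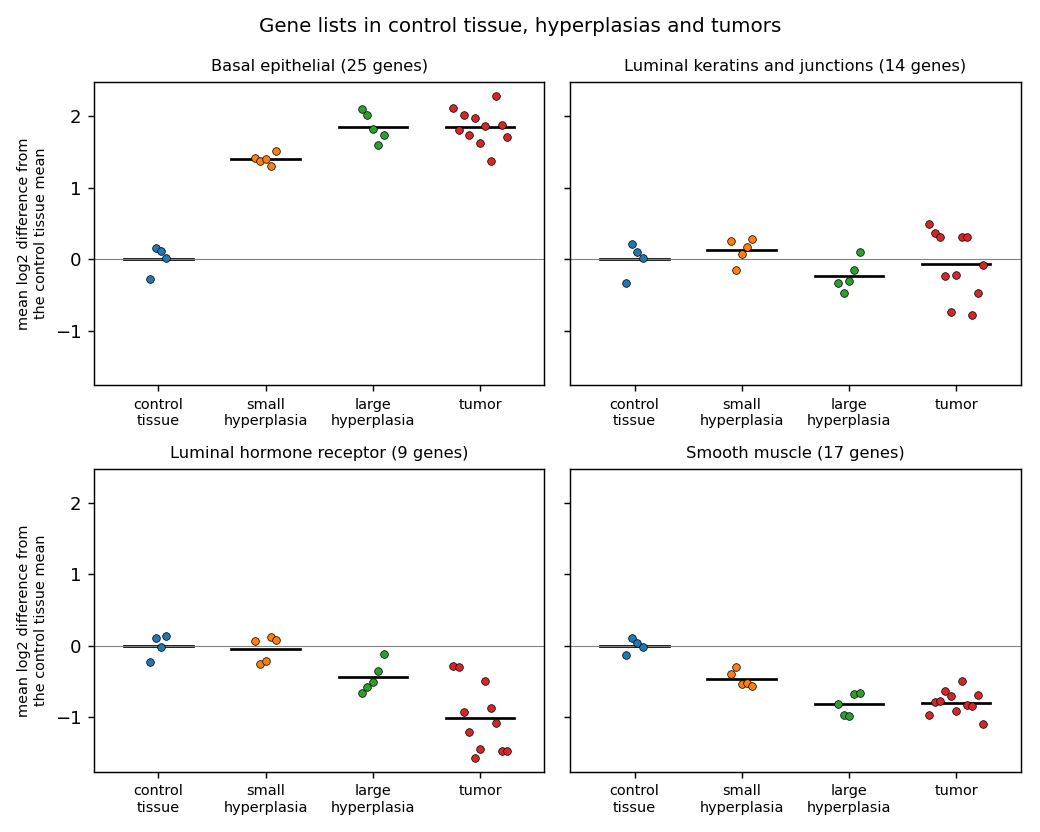
Mean log2 difference from control tissue over the genes of 4 lists (basal 25, luminal keratin and junction 14, hormone-sensing luminal 9, smooth muscle 17), for each tissue array. Points are arrays and bars are group means. Basal scores of tumors lie between 1.37 and 2.28, above every control tissue, and their luminal keratin and junction scores overlap control tissue.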

Most of the basal genes investigated were upregulated in the mammary tumors of K5ΔNβcat mice, whereas luminal genes were downregulated. Moreover, a combined hierarchical clustering analysis of our K5ΔNβcat dataset and datasets for human breast cancer cell lines [25] or basal breast tumors [26] showed a clustering of K5ΔNβcat tumors with the basal breast cancer lines and basal-like breast tumors (Additional file 2: Figure S2).

Altogether these results indicate that the constitutive activation of β-catenin signaling in the mammary basal cell layer induces tumors with gene expression profiles similar to that of basal-like human breast carcinomas and morphological similarities to malignant metaplastic human breast lesions.

### Myc is required for the formation of K5ΔNβcat tumors

Several previously identified β-catenin target genes, including *Myc,* were upregulated in K5ΔNβcat tumors, as shown by microarray and qPCR analyses (Figure 2B; Additional file 3: Figure S3A). 

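Most of the β-catenin target genes tested were higher in K5ΔNβcat tumors than in control tissue. Of 23, 15 rose and 1 fell (16 and 1 when adjusted over the list alone), with a median log2 difference of 0.79. The gene that fell was *Lgr5*, which encodes a stem cell receptor of the Wnt pathway, at -0.99 (adjusted p = 0.018). *Cd44*, which encodes a hyaluronan receptor, had a signal of 1976 ± 362 (SD, n = 11) in tumors and 299 ± 86.5 (SD, n = 4) in control tissue, a log2 difference of 2.67 (standard error 0.18, adjusted p = 1.4e-12). The signal of *Mmp14*, a membrane matrix metalloprotease gene, was 1602 ± 419 (SD, n = 11) in tumors and 259.6 ± 71.1 (SD, n = 4) in control tissue, a log2 difference of 2.54 (adjusted p = 3.0e-12). *Vcan*, which encodes the matrix proteoglycan versican, rose by 2.25 (standard error 0.21, adjusted p = 8.8e-10). *Wif1* and *Dkk1*, which encode secreted inhibitors of Wnt, were at least 12.4-fold and 5.94-fold higher (adjusted p = 1.1e-07 and 5.0e-07). *Efnb2*, an ephrin ligand gene, rose by 1.36 (adjusted p = 1.8e-06) by its brightest probe set, and by 0.64 (adjusted p = 0.0099) and 0.35 (adjusted p = 0.11, not called) by the others. The classic target *Axin2* rose by 0.45 (adjusted p = 0.036).

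*Myc* had a signal of 226 ± 53.0 (SD, n = 11) in tumors and 138 ± 8.92 (SD, n = 4) in control tissue, a log2 difference of 0.61 (standard error 0.18, adjusted p = 0.0043). Its signal was above every control tissue in 10 tumors, and tumor 11, at 97.0, was below them. Whole tissue was hybridised, and the share of cell types differed. In tumors, adipocyte genes and genes shared by all epithelia had mean log2 differences from control tissue of -5.05 and 1.25. Whether *Myc* or the β-catenin targets rose per epithelial cell was not tested. In large hyperplasias *Myc* had a signal of 216 ± 32.9 (SD, n = 5), a log2 difference of 0.59 (adjusted p = 0.024). That call ended without large hyperplasia 5 (0.51, adjusted p = 0.063) and without control tissue 2 (0.55, adjusted p = 0.060). *Ctnnb1*, the β-catenin gene, rose in tumors by 0.49 (adjusted p = 5.5e-06) by its brightest probe set and by 2.29 (adjusted p = 6.5e-14) and 2.44 (adjusted p = 7.9e-16) by the others, and in large hyperplasias by 0.51, 1.24 and 1.49. Which of them read the transgene is not given in the sources used here.

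For *Nkd2*, the brightest probe set gave 0.58 (standard error 0.26, adjusted p = 0.052) in tumors, and the other 3 gave 1.10 (adjusted p = 0.0017), 0.86 (adjusted p = 0.0026) and -0.56 (adjusted p = 0.0060). The brightest was called without control tissue 2 (0.69, adjusted p = 0.043) or control tissue 4 (0.70, adjusted p = 0.038). Leaving out 1 control tissue at a time gave it 0.38 to 0.70 (adjusted p up to 0.24). Camera placed the whole list above other genes with a preset correlation (adjusted p = 0.0022), a call that is lost with an estimated one (adjusted p = 0.30 with an estimated correlation). In large hyperplasias 20 of 24 targets rose and none fell (22 and 0 when adjusted over the list alone), with a median of 1.68, or 1.42 with genes below 30 in control tissue at their bound (adjusted p = 5.9e-09 from camera, adjusted p = 0.084 with an estimated correlation). *Lgr6*, another receptor of the pathway, rose there by 2.71 (adjusted p = 3.3e-05), and *Tnfrsf19*, a TNF receptor family gene, was at least 10.1-fold higher (adjusted p = 1.1e-07).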

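*Ccnd1*, which encodes Cyclin D1, had a signal of 1093 ± 457 (SD, n = 11) in tumors and 1051 ± 229 (SD, n = 4) in control tissue. The log2 difference was -0.02 (standard error 0.22, adjusted p = 0.95 from limma). Single tumors ranged from 538 to 2140, around control tissues at 798 to 1256, and the sign of the difference turned without control tissue 2 (0.08) or 4 (0.07). In large hyperplasias the log2 difference was 0.06 (adjusted p = 0.86), with -0.01 without large hyperplasia 5 and -0.06 without control tissue 1.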

Of note, the expression of Cyclin D1, one of the first identified β-catenin targets, was not altered in tumor tissue (Additional file 3: Figure S3A). Ingenuity pathway analysis (IPA) of microarray data showed that the Myc pathway was activated in K5ΔN βcat tumors (Additional file 3: Figure S3B). 

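Known Myc target genes and genes of cell division were higher in K5ΔNβcat tumors than in control tissue. As for *Myc*, whole tissue was hybridised, so a change per epithelial cell was not tested. Of 29 Myc targets, 20 rose and 2 fell (the same counts when adjusted over the list alone), with a median log2 difference of 0.53. *Odc1*, the rate-limiting enzyme gene of polyamine synthesis, had a signal of 1472 ± 490 (SD, n = 11) in tumors and 264 ± 22.3 (SD, n = 4) in control tissue, a log2 difference of 2.35 (standard error 0.19, adjusted p = 5.3e-11). *Tfrc*, which encodes the transferrin receptor, rose by 1.59 and *Nme1*, a nucleoside diphosphate kinase gene, by 1.31 (adjusted p = 8.8e-08 and 9.2e-09). The targets that fell were *Prdx3*, a mitochondrial peroxiredoxin gene, at -1.57 (adjusted p = 2.0e-10), and *Cad*, which encodes the first enzymes of pyrimidine synthesis, at -0.39 (adjusted p = 0.0017).

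All 27 mitosis genes tested rose, with a median of 2.06, or 1.95 with genes below 30 in control tissue at their bound. All 24 DNA replication genes rose, with a median of 1.28 (the same counts for both lists when adjusted over the list alone). *Top2a*, which encodes DNA topoisomerase IIα, had a signal of 441 ± 61.7 (SD, n = 11) in tumors and 45.9 ± 18.8 (SD, n = 4) in control tissue, a log2 difference of 2.93 (adjusted p = 2.8e-13). *Cdc20*, an activator of the anaphase-promoting complex, rose by 3.31 and *Kif22*, a chromosome motor gene, by 3.00 (adjusted p = 6.5e-15 and 1.5e-14). *Rrm2*, which encodes a subunit of ribonucleotide reductase, rose by 3.98 and *Mcm5*, a replicative helicase gene, by 2.77 (adjusted p = 7.8e-16 and 1.2e-15). *Stmn1*, which encodes a microtubule destabiliser, rose by 2.54, *Ccna2*, the cyclin A2 gene, by 1.95, *Brca1*, a DNA repair gene, by 1.23 and *Cdk4*, the kinase partner of D cyclins, by 1.16 (adjusted p = 2.4e-14, 4.0e-11, 1.0e-08 and 7.2e-11). Of 32 ribosome biogenesis genes, 23 rose and 2 fell (the same counts when adjusted over the list alone), with a median of 0.41, and of 19 tRNA synthetase genes 11 rose and none fell, with a median of 0.28.

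By camera with a preset correlation, all of these lists stood above other genes, Myc targets at an adjusted p = 6.2e-04, mitosis at 2.8e-14, DNA replication at 1.5e-10, ribosome biogenesis at 0.0015 and tRNA synthetases at 0.019. Each call is lost with an estimated correlation, where in the same order adjusted p = 0.30, 0.23, 0.14, 0.45 and 0.30. Table S2, chosen by the study on these arrays, holds 15 of 27 mitosis genes, 11 of 25 DNA replication genes and 2 of 29 Myc targets, so their counts are not independent evidence. In large hyperplasias 15 of 29 Myc targets rose and 3 fell (18 and 3 when adjusted over the list alone), all 26 mitosis genes rose, with a median of 1.70 (1.31 with genes at their bound), and 22 of 24 DNA replication genes rose and none fell, with a median of 0.91. Camera called these lists there too (adjusted p = 0.0057, 7.5e-17 and 1.6e-11), and each call is again lost with an estimated correlation (adjusted p = 0.36, 0.086 and 0.084 with an estimated correlation).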

We found that Myc accumulated in the nuclei of tumor cells, often co-localizing with the HA-tagged transgenic protein (Figure 2A), and the upregulation of several Myc target genes in K5ΔN βcat tumors was confirmed by qPCR (Figure 2B).

**Figure 2:**
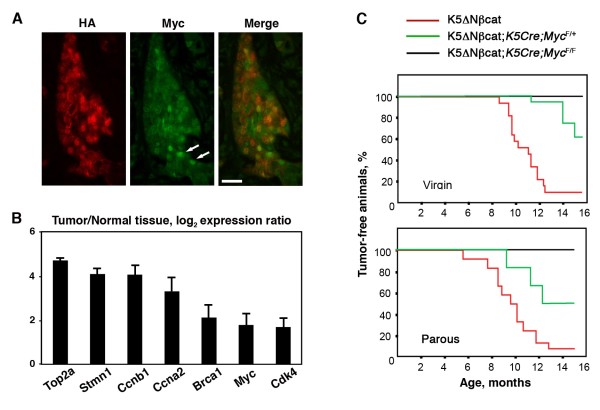
**Myc is necessary for mammary tumor formation in K5ΔNβcat animals. A**. Double immunofluorescence analysis of a K5ΔNβcat tumor with anti-HA (red), and anti-Myc (green) antibodies. Arrows indicate the presence of nuclei positively stained for Myc. Bar: 40 μm. **B**. qPCR analysis of Myc target genes. The graph shows mean ± SEM for four control tissue and five K5ΔNβcat tumor samples; *p* < 0.05. **C**. Kaplan-Meier tumor-free survival curve of K5ΔNβcat virgin and parous mice. 17 virgin and 10 parous K5ΔNβcat, 14 virgin and 6 parous K5ΔNβcat;*K5Cre;Myc*^*F/+ *^and 12 virgin and 10 parous K5ΔNβcat; *K5Cre;Myc*^*F/F *^females were analyzed.

To study whether Myc contributed to K5ΔN βcat mammary tumor formation, we conditionally deleted *Myc* gene from the basal cell layer of K5ΔN βcat mice by crossing them with mice carrying conditional alleles for *Myc* (*Myc*^*F/F*^) and *K5Cre* mice. Cohorts of K5ΔN βcat, K5ΔN βcat; *K5Cre; Myc*^*F/+*^ and K5ΔN βcat; *K5Cre;Myc*^*F/F*^ females were monitored for tumor formation until the age of 15 months (Figure 2C). In 90-95% of K5ΔN βcat females, palpable mammary tumors developed with a mean latency of 11 and 9.6 months for virgin and parous females, respectively. In contrast, only less than half of the females heterozygous for Myc in basal cells (K5ΔN βcat; *K5Cre; Myc*^*F/+*^) developed tumors (Figure 2C). Furthermore, tumor latency was delayed (14 and 11.2 months for virgin and parous females respectively), and the number of tumors per animal was reduced, when compared to K5ΔNβcat females (Table 1).

**Table 1:** **Tumor incidence in K5**Δ**Nβcat and K55**Δ**Nβcat;*K5Cre; Myc***^***F/W+***^**mice**

**Genotype**	**K5ΔN**β**cat**	**K5ΔN βcat; *K5Cre; Myc***^***F/+***^
Animals with tumor/total animals	25/29	8/20
Animals with 2 or more tumors	16	2

Animals were sacrificed at the age of 16 months.

Strikingly, regardless of parity, none of the females with Myc-deficient basal cells (K5ΔN βcat; *K5Cre; Myc*^*F/F*^) developed palpable mammary tumors. Moreover, whole-mount mammary gland analysis revealed the absence of hyperplasia in K5ΔN βcat; *K5Cre; Myc*^*F/F*^ females (Figure 3A). Thus, Myc is required for mammary tumor formation in K5ΔNβcat mice.

**Figure 3:**
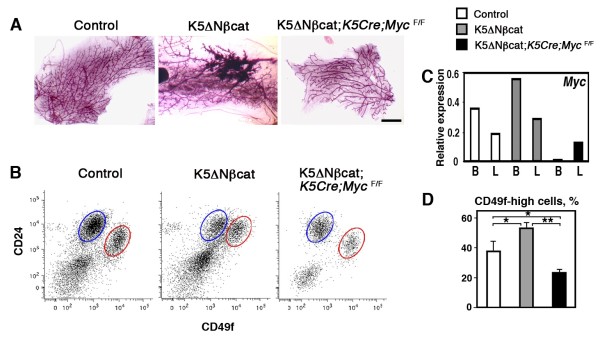
**Deregulated β-catenin signaling induces the expansion of the basal cell population. A**. Whole-mount carmine staining of mammary glands from 10-month-old mice. Bar: 3 mm. **B**. Separation of luminal (blue ovals, CD24^+^/CD49^low^) and basal (red ovals, CD24^+^/CD49^high^) epithelial cell populations from 10-month-old mice. **C**. qPCR analysis of *Myc* expression in freshly isolated basal (B) and luminal (L) mammary cell populations from 10-month-old virgin mice. **D**. Percentage of basal cells within the epithelial cell compartment (mean ± SEM of 3 independent experiments; *p < 0.05; **p < 0.001).

### Stem/progenitor cell amplification induced by β-catenin signaling is mediated by Myc

As described previously, the mammary lesions observed in K5ΔNβcat females consist essentially of basal epithelial cells that lack myoepithelial differentiation [23]. We hypothesize that these lesions might result from an amplification of stem/progenitor cells in the mammary basal cell layer, due to Wnt/β-catenin signaling involving Myc activation. To investigate changes in stem cell activity in mutant mice, we isolated basal cells from 10-month-old virgin control, K5ΔNβcat and K5ΔN βcat; *K5Cre; Myc*^*F/F*^ females using flow cytometry cell sorting. Only K5ΔN βcat females with no palpable mammary tumors were chosen for these experiments. Whole-mount analysis revealed mild to moderate hyperplasia in most K5ΔN βcat mouse glands at this age (Figure 3A). Although the CD24 expression was up regulated in the basal cell population of K5ΔN βcat mouse glands, two epithelial cell populations — luminal (CD24^+^/ CD49f^low^) and basal (CD24^+^/CD49f^high^) — were efficiently separated (Figure 3B). We checked the purity of populations by qPCR analyses of K14 and K18 (basal and luminal keratins, respectively) in the sorted populations (Additional file 4: Figure S4). Analysis of gene expression confirmed the deletion of *Myc* from the basal cell population of K5ΔN βcat; *K5Cre; Myc*^*F/*^mice (Figure 3C).

Basal cells accounted for 37.8 ± 6% of the total mammary epithelial cell population in control mice and 53.4 ± 3.5% in K5ΔN βcat mice, indicating an amplification of the basal cell compartment induced by the activation of β-catenin signaling (Figure 3D). By contrast, in mutants presenting *Myc* deletion from the basal cell layer, K5ΔN βcat; *K5Cre; Myc*^*F/F*^ mice, the mammary basal compartment was smaller, accounting for only 23.4 ± 1.5% of the total mammary epithelial cells population (Figure 3D).

To analyze the mammary stem/progenitor population, sorted basal cells were first tested in two-dimensional colony-formation assays [15]. The number of colony-forming cells was 1.8 times higher in K5ΔNβcat females than in controls (Figure 4A). The colonies displayed higher levels of cell proliferation, as determined by BrdU incorporation analysis, the percentage of BrdU-positive cells being 16.35 ± 0.4 for control cells and 23.6 ± 1.1 for K5ΔN βcat cells (*p* < 0.03; data from three independent cell sorting experiments). Basal cells isolated from K5ΔN βcat; *K5Cre; Myc*^*F/F*^ females were unable to form colonies (Figure 4A).

**Figure 4:**
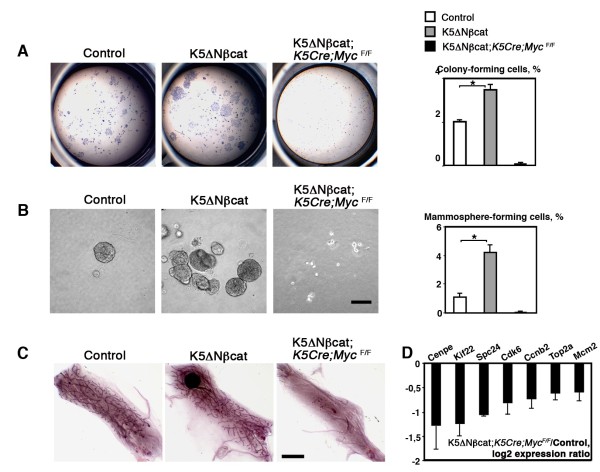
**Myc is required for stem cell amplification induced by deregulated β-catenin signaling. A**. Clonal colonies formed by 1000 sorted mammary basal cells. The graph shows the percentage of clonogenic cells (mean ± SEM of 3 independent experiments; *p < 0.01). **B**. Sphere formation by sorted basal cells. The graph shows the percentage of sphere-forming cells (mean ± SEM of 3 independent experiments; *p < 0.01). Bar: 100 μm. **C**. Mammary epithelial outgrowths developed from 1000 mammary basal cells transplanted into the cleared mammary fat pads. Bar: 4 mm. **D**. qPCR analysis of proliferation-related genes. Basal cell samples from K5ΔNβcat;*K5Cre;Myc*^*F/F *^and control mice obtained in 3 independent sorting experiments were analyzed.

Sorted mammary epithelial cells have been reported to form mammospheres when cultured in the presence of 2% Matrigel, a property attributed to stem and progenitor cells [27]. As shown in Figure 4B, K5ΔN βcat basal cells formed four times more mammospheres than control cells, and the absence of Myc completely prevented mammosphere formation.

To further analyze the mammary stem/progenitor cell activity in mutant mice we transplanted sorted mammary basal cells at limiting dilutions (from 500 to 10 cells) into the cleared fat pad of prepubertal mice (Table 2). In all cases, basal cells from K5ΔN βcat glands produced normal mammary outgrowths with no tumor development (Figure 4C). The repopulating unit frequency of the basal population was 1/66 (1/134-1/32) for controls and 1/14 (1/23-1/8) for mutants (Table 2). Thus, the activation of β-catenin signaling increased the frequency of functional stem cells in the mammary basal cell layer by a factor of five. Basal cells from K5ΔNβcat;* K5Cre; Myc*^*F/F*^ mice generated no mammary outgrowths upon transplantation even, when 2000 cells were transplanted (Figure 4C).

**Table 2:** Limiting dilution transplantation of mammary basal cells from control and K5ΔN βcat mice

**Number of transplanted cells**	**Control**	**K5ΔN βcat**
500	3/3	3/3
100	3/4	4/4
20	3/12	10/12
10	3/11	5/11

Repopulating unit frequency in the basal cell population, as determined in limiting dilution transplantations: 1/66 (1/134-1/32) for control and 1/14 (1/23-1/8) for K5ΔNβcat; 95% CI, *p* value = 0.000284.

We recently showed that *Myc* deletion from the mammary basal cell layer affects stem cell activity [22]. 

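Basal cells were sorted from mammary glands as pools of mice, 3 pools of control cells and 3 pools of *Myc*-deficient cells, and each pool was hybridised to 1 array after its RNA was amplified. The sample labels give *Myc*-deficient mice as K5creMycL/L and name no K5ΔNβcat transgene, unlike the K5ΔNβcat; *K5Cre; Myc* F/F mice of the paper's other assays. The amplification kit differs from the labelling of the tissue RNA, so the 6 arrays were fitted apart from the tissue arrays, with the same offset, filter and test. Between 38.5% and 42.8% of the probe sets reached a signal of 30 on these arrays, and the median SD between pools on the log2 scale was 0.35 in control and 0.38 in *Myc*-deficient cells, against 0.16 to 0.20 in the tissue groups. Of 19737 probe sets tested by limma, 0 passed an adjusted p under 0.05, and the smallest adjusted p was 0.16. At an unadjusted p under 0.05, 533 were higher and 726 lower, and with the pool number as a block 2225 passed unadjusted and 0 adjusted. The methods' t-test gave 880 unadjusted and 0 adjusted. The methods' rule of a median of at least 30 and a change over 2-fold, which has no test, takes 1441 as higher and 1684 as lower. On simulated data of this spread, limma recovered 5% of 2-fold and 46% of 4-fold changes, so a single gene that was not called is not shown to be unaltered. Without *Myc*-deficient pool 2 the count of called probe sets was 1, without pool 3 it was 10, and with array weights over all pools it was 2.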

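*Myc* had signals of 1479, 1677 and 1870 in the control pools and of 141, 428 and 42.3 in the *Myc*-deficient pools. Genes of mitosis, DNA replication and ribosome biogenesis were lower on average in each *Myc*-deficient pool than in every control pool. Over 20 mitosis genes, the mean log2 difference from control pools lay between -2.06 and -0.62 in *Myc*-deficient pools and between -0.25 and 0.34 in control pools. Over 22 DNA replication genes it lay between -1.04 and -0.63 against -0.17 to 0.18, and over 32 ribosome biogenesis genes between -0.83 and -0.64 against -0.18 to 0.29. Basal genes did not follow, with means of -0.04 to 0.09 in *Myc*-deficient pools.

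No single gene was called with all 6 pools weighted alike. For *Myc* itself the log2 difference was -3.40 (standard error 0.54, adjusted p = 0.25 from limma), and it was called with array weights (-3.31, adjusted p = 0.042) and without *Myc*-deficient pool 2 (-4.14, adjusted p = 0.0060) or pool 3 (-2.67, adjusted p = 0.039). Whether the probe set of *Myc* lies in the deleted exons is not given in the sources used here. *Timm10*, which encodes a mitochondrial import protein, was called with array weights too (-2.46, adjusted p = 0.042). *Spc24*, a kinetochore gene, had a signal of 24.0 ± 31.0 (SD, n = 3) in *Myc*-deficient cells and 208 ± 123 (SD, n = 3) in control cells, a log2 difference of -2.63 (adjusted p = 0.44). *Kif22* had one of -2.16 (adjusted p = 0.53), *Top2a* one of -1.74 (adjusted p = 0.60), *Ccna2* one of -1.66 (adjusted p = 0.64) and *Mcm2*, a replicative helicase gene, one of -1.55 (adjusted p = 0.71). *Cenpe*, a centromere motor gene, was at least 2.86-fold lower and *Brca1* at least 1.39-fold lower (adjusted p = 0.45 and 0.59). *Cdk6*, a kinase of G1 phase, had a log2 difference of -1.80, *Ccnb2*, the cyclin B2 gene, one of -1.27, *Stmn1* one of -0.86 and *Cdk4* one of -0.15 (adjusted p = 0.62, 0.78, 0.75 and 0.95). *Krt5* and *Krt14* had log2 differences of 0.09 and 0.41, and *Trp63* one of 0.11 (adjusted p = 0.95, 0.78 and 0.94). With 1 pool left out at a time, *Krt14* had 0.24 to 0.54 and *Trp63* 0.04 to 0.25. Without *Myc*-deficient pool 1 the sign of *Cdk4* turned (0.02), and that of *Krt5* turned without pool 2 (-0.04).

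As groups, 13 of 20 mitosis genes were lower when adjusted over the list alone, 4 of 22 DNA replication genes, 11 of 32 ribosome biogenesis genes, 6 of 29 Myc targets and none of 19 tRNA synthetase genes, and 0 of each over all probe sets. Their median log2 differences were -1.46, -0.87, -0.63, -0.34 and -0.47. Camera placed these lists below other genes with a preset correlation (adjusted p = 8.1e-17, 4.9e-07, 2.2e-10, 9.3e-04 and 0.0064). All of these calls are lost with an estimated correlation (adjusted p = 0.23, 0.21, 0.21, 0.32 and 0.23 with an estimated correlation). Without control pool 2, the Myc targets (-0.24, adjusted p = 0.068) and the tRNA synthetases (-0.38, adjusted p = 0.23) did not pass camera. With the pool number as a block, 8 DNA replication genes were lower over the list alone. Table S2 of the study, taken from these arrays, holds many of the mitosis and replication genes, so their direction is not independent evidence. Basal genes had a median of 0.14 over 24 genes, which did not pass (adjusted p = 0.35, and 0.55 with an estimated correlation).

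The paper ties the functions of the genes with impaired expression in *Myc*-deficient basal cells to how well a cell can proliferate.

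**Figure D2:**
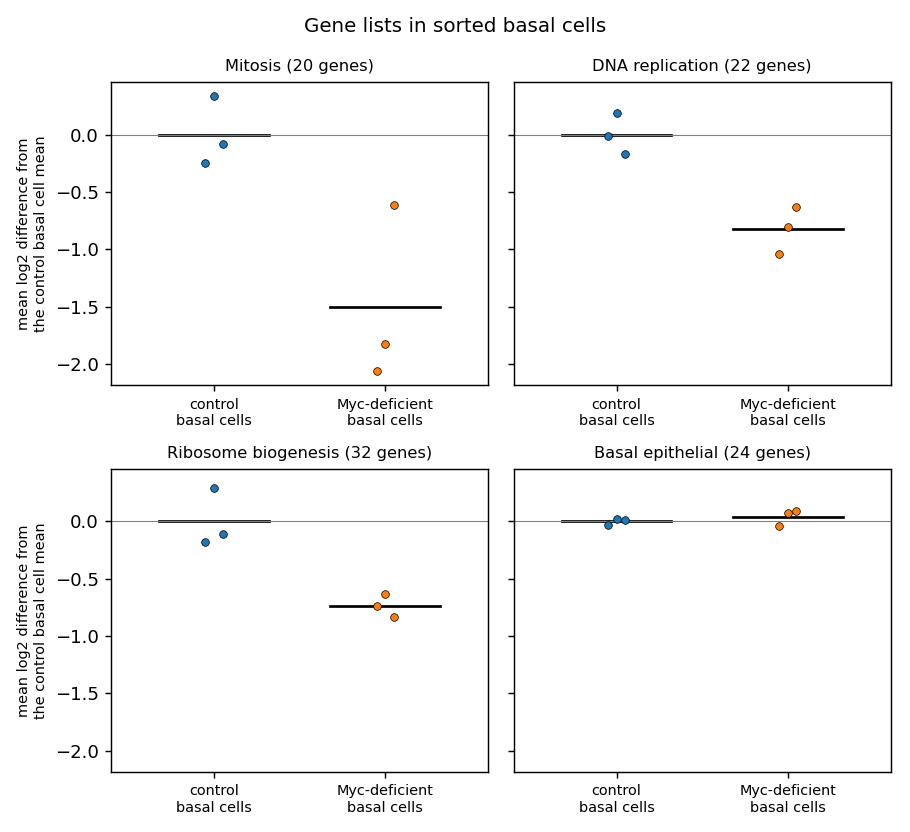
Mean log2 difference from control pools over the genes of 4 lists (mitosis 20, DNA replication 22, ribosome biogenesis 32, basal 24), for each pool of sorted basal cells. Points are pools and bars are group means. The 3 *Myc*-deficient pools lie below the 3 control pools for the first 3 lists, with mitosis at -2.06 to -0.62.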

Consistent with data for other tissues [7,28] microarray analysis of *Myc*-deficient mammary basal cells showed impaired expression of numerous genes involved in important cell functions, including metabolism, replication, protein synthesis and the cell cycle, relating to the capacity of the cell to proliferate (Additional file 5: Table S1). Many of these genes were deregulated in the mammary tumors developed by K5ΔNβcat mice (Additional file 6: Table S2). 

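The genes of Table S2 were lower on average in *Myc*-deficient than in control basal cells, where limma called 0 of the 92 probe sets. For the most part they were higher in K5ΔNβcat hyperplasias and tumors than in control tissue. All 92 probe sets of the table were lower in *Myc*-deficient cells, with a median log2 difference of -1.17 and a range of -2.63 to -0.58. In large hyperplasias 91 of 92 rose (limma, adjusted p under 0.05), with a median of 1.20, and in small hyperplasias 82 of 88 tested rose, with a median of 1.01. In tumors 89 of 91 tested rose and none fell, with a median of 1.62. Between tumors and large hyperplasias, 49 of 92 were higher in tumors and 7 lower.

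In *Myc*-deficient cells, 0 of the 92 were called by limma with all 6 pools, 64 were lower at an unadjusted p under 0.05, and 80 met the methods' rule of a change over 2-fold. By the methods' t-test at an unadjusted p under 0.05, 36 were lower. Without *Myc*-deficient pool 3, 2 were called. The authors chose the table on these arrays, so its directions are not independent evidence. No K5ΔNβcat transgene is named for the sorted cells, so loss of *Myc* in cells with activated β-catenin was not profiled here.

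Over all 16822 probe sets tested in both comparisons, none was called both lower in *Myc*-deficient cells and higher in large hyperplasias, since none was called in *Myc*-deficient cells. By the methods' rule, 1361 were lower in *Myc*-deficient cells, 1245 were higher in large hyperplasias and 180 were both, where 101 would be shared by chance (odds ratio 2.06, p = 3.6e-15 from Fisher's exact test, two-sided). The 180 probe sets stand for 140 genes, and 74 of the 180 probe sets are in Table S2. With small hyperplasias 140 probe sets were shared, where 69.8 would be by chance (odds ratio 2.34, p = 5.8e-16, Fisher's exact test). With tumors 243 were shared, where 177 would be by chance (odds ratio 1.51, p = 1.4e-07, Fisher's exact test). Probe sets are not independent of each other, so these p-values overstate the evidence. Leaving out 1 pool at a time gave 0 to 7 shared probe sets by the adjusted p for large hyperplasias, with 7 of them without *Myc*-deficient pool 3, and array weights gave 1.

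**Figure D3:**
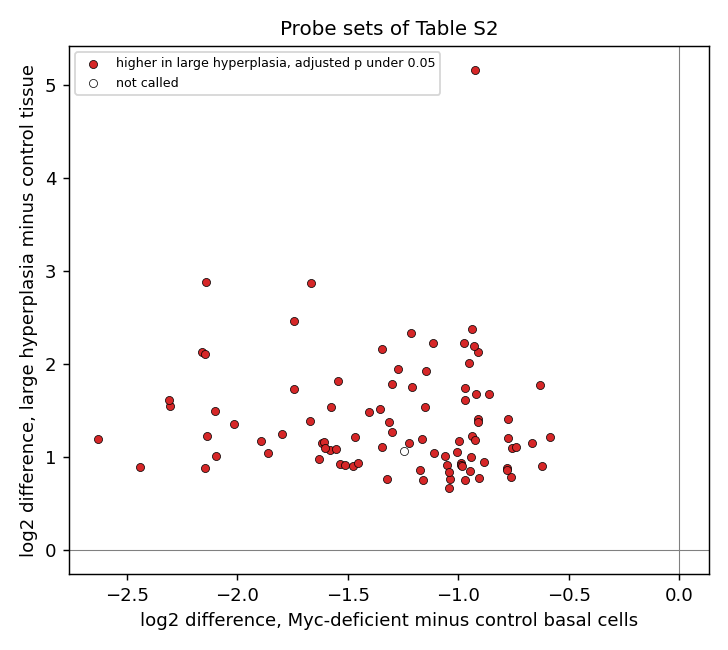
Log2 differences of the 92 probe sets of Table S2, in *Myc*-deficient against control basal cells on one axis and in large hyperplasias against control tissue on the other. Filled points are the 91 called higher in large hyperplasias, and the open point is the 1 that was not. All lie below 0 for *Myc*-deficient cells and above 0 for large hyperplasias.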

Interestingly, about half of these genes (40 out of 85) were found to be upregulated in the basal-like human breast tumors [26], (Additional file 6: Table S2). The expression of a set of proliferation-related genes upregulated in K5ΔNβcat tumors was analyzed by qPCR in mammary basal cells from K5ΔNβcat;*K5Cre;Myc*^*F/F*^ mice and control basal cells. In the absence of Myc, these genes were downregulated (Figure 4D), suggesting that *Myc* deletion impeded β-catenin-induced tumorigenesis, probably by restricting the acute growth program required for the amplification of basal progenitors and tumor formation.

## Discussion

We show here that constitutive stimulation of β-catenin signaling in the mammary basal cell layer of transgenic mice, led to development of triple-negative tumors that required activation of the Myc pathway. These tumors displayed transcriptional profile resembling that of human breast basal-like carcinomas and presented morphological similarities with metaplastic breast carcinomas, a basal-like tumor subtype [6].

Notably, K5ΔNβcat mammary tumors are different from those developing in MMTV-ΔN89βcat and MMTV-Wnt1 mice suggesting different cellular and molecular mechanisms underlying tumorigenesis. In MMTV-ΔN89βcat mice, luminal ER- tumors are thought to develop due to activation of β-catenin signaling in luminal progenitors, whereas in MMTV-Wnt1 model, “mixed” tumors containing luminal ER + and myoepithelial cells were suggested to originate from stem cells [29,30]. We show here that, as assessed in mammosphere and transplantation assays, in K5ΔNβcat mice, a basal stem/progenitor cell population is amplified at the early stages of malignancy, before the formation of basal-like invasive tumors with metaplastic characteristics.

The differences between breast tumor subgroups were hypothesized to reflect different types of mutation leading to tumorigenesis, or different cells of origin [31]. Two independent studies have indicated that basal-like Brca1-associated human and mouse mammary tumors originate from luminal epithelial progenitors [14,32]. The transformation of primary human breast basal-type epithelial cells has been reported to result in the development of metaplastic tumors [33]. Therefore, in light of our results, it is tempting to suggest that metaplastic basal-like breast tumors with squamous differentiation originate from basal progenitors or cells that acquired stem/progenitor properties due to enhanced β-catenin signaling. Of note, mammary lesions developed in K5ΔNβcat mice, consist of tumor cells that, in contrast to basal myoepithelial cells, do not express SM markers, suggesting that β-catenin activation either prevented SM differentiation of undifferentiated progenitors, or induced dedifferentiation of myoepithelial cell and acquisition of a progenitor phenotype, resulting in accumulation of basal cells with stem/progenitor properties. Transition between non-stem and stem-like states has been described in cultured human mammary basal epithelial cells [34]. Moreover, enhanced Wnt signaling in the intestinal epithelium has been found to induce dedifferentiation of non-stem cells and acquisition of tumor-initiating capacity [35]. Further studies involving the use of genetic markers of differentiated myopithelial cells are required to identify within the mammary basal compartment, the cell at the origin of K5ΔNβcat mouse tumors.

Genes encoding Myc and CyclinD1, two important Wnt targets, are often amplified and/or up-regulated in breast cancer [36]. Confirming previous analysis of preneoplasic glands [23], we have not found a significant up-regulation of Cyclin D1 in K5ΔNβcat tumors. This result is in agreement with previous studies reporting that Cyclin D1 is dispensable for Wnt or β-catenin induced tumorigenesis [37,38]. In K5ΔNβcat mammary tumors, similarly to previous findings in intestinal tumor models [39], Myc pathway appears activated and indispensable for β-catenin induced tumorigenesis. Interestingly, different studies have identified a Myc transcriptional gene signature to be associated with the basal-like breast cancer subtype [9-11]. In addition, Myc signaling has been shown to be upregulated in high-grade mammary tumors with presumptive cancer stem cell properties [40,41]. Therefore, Myc-targeting therapies are thought to be promising for specific treatment of different breast tumors [42]. The direct Myc inhibition seems difficult, and strategies used to target Myc include approaches focused on tumor cell metabolic abnormalities induced by Myc overexpression [43] or synthetic-lethal strategy [10,44]. A recent study has shown that cyclin-dependent kinase inhibition leads to regression of triple-negative tumors with Myc activation [10].

We have recently shown that Myc is essential for mammary stem cell activity [22]. In agreement with previous reports [7], microarray analysis of Myc deficient basal cells shows an impaired expression of numerous genes involved in essential cell functions converging on the capacity of the cell to proliferate. An important part of these genes are upregulated in the K5ΔNβcat mammary tumors. Thus, our results indicate that Myc acts as the ultimate downstream effecter of β-catenin to provide the enhanced proliferative capacity to basal stem/progenitor cells leading to their amplification and tumorigenesis and preventing the myoepithelial differentiation (Figure 5). One important question to address in future studies is whether Myc deletion from established K5ΔNβcat tumors would lead to tumor regression. Such experiments would require inducible promoters permitting efficient gene deletion at desired time points.

**Figure 5:**
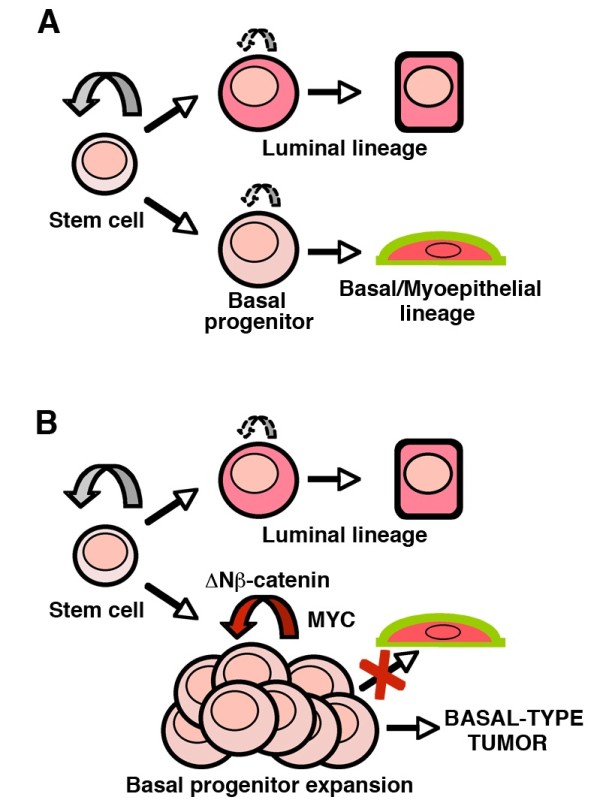
**Hypothetical scheme on the effects of β-catenin signaling activation on stem/progenitor population and tumor induction. A**. During normal homeostasis, basal and luminal progenitors with limited self-renewal potential, maintain their respective lineages. **B**. Constitutive activation of β-catenin signaling leads to enhanced basal progenitor self-renewal and expansion preventing myoepithelial differentiation and giving rise to basal-like tumors. Both, basal progenitor amplification and tumorigenesis are Myc-dependent.

In conclusion, our work provides new insights into the possible contribution of stem/progenitor cells to breast tumorigenesis and further confirms that the Myc pathway can be an interesting target for the development of basal-like breast cancer-tailored therapies.

## Methods

### Mice

K5ΔNβcat, *K5Cre* and *Myc*^*F/F*^ mice have been previously described [22,23,45-47]. All mice were bred in a 129SV/C57BL6 genetic background. Experiments were conducted in accordance with French veterinary guidelines and those of the Council of Europe for animal experimentation (L358-86/609EEC).

### Microarray analysis

Total RNA was extracted from mammary tissue with Trizol Reagent (Invitrogen), treated with DNAse and cleaned up on RNAeasy microcolumns (Qiagen). RNA was isolated from sorted basal cells in three independent biological pools of four to six control or mutant mice with the RNAeasy Microkit (Qiagen). Quality control was performed with an Agilent 2100 Bioanalyzer and the RNA 6000 Pico total RNA Kit (Agilent Technologies). As previously described [48], the WT-Ovation™ Pico RNA Amplification System and FL- Ovation™ cDNA Biotin Module V2 (Nugen) were applied to 1 ng of total RNA from sorted cells to generate biotinylated cDNA. Microarray analysis was carried out with Affymetrix GeneChip Mouse Genome 430 2.0 arrays. Expression data were normalized with the MicroArray Suite v.5.0 (MAS 5.0) algorithm and analyzed with the Partek Genomics Suite (Partek Incorporated). Differences in gene expression were considered to be validated whenever, for each ratio, the higher median gene expression value was up to 30 (corresponding to the estimated background cutoff, data not shown) and the corresponding fold-change was greater than 2. The microarray data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE43825 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=rncxjwmcegeiuhw&acc=GSE43825).

### Clustering analysis

Hierarchical clustering analysis was carried out with Partek Genomics Suite Software (Partek, Inc.). The molecular and functional interactions of the genes identified were also analyzed with Ingenuity pathways analysis (IPA) tools (Ingenuity^®^ Systems) and a gene ontology approach (http://david.abcc.ncifcrf.gov). To compare the mouse and the human datasets, after GCRAMA normalization with Partek, a common correspondence between the mouse and human genes, was performed by using the annotation Tools package 2.35-8 in R 2.11.1 software and the HomoloGene database (ftp://ftp.ncbi.nlm.nih.gov/pub/HomoloGene).

### qPCR analysis

RNA was reverse-transcribed with MMLV H(-) Point reverse transcriptase (Promega), and quantitative PCR was performed by real-time monitoring of the increase in SYBR Green fluorescence on an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems). The values obtained were normalized to *Gapdh* levels. The primers used for qPCR analysis are listed in Additional file 7: Table S3.

### Preparation of mammary epithelial cells and cell sorting analysis

The inguinal mammary glands of four to five females or hyperplastic mammary samples from two K5ΔNβcat females were pooled for the preparation of single-cell suspensions and cells were processed for flow cytometry as previously described [16,49]. The following conjugated antibodies were used: anti-CD24-PE (clone M1/69; BD Pharmingen), anti-CD49f-FITC (clone GoH3; BD Pharmingen), anti-CD45-APC (clone 30-F11; Biolegend), anti-CD31-APC (clone MEC13.3; Biolegend). Labeled cells were analyzed and sorted on a FACSVantage flow cytometer (Becton Dickinson, San Jose, CA, USA). Sorted cell populations were routinely reanalyzed and found to be 94 to 98% pure. Cell viability after sorting, as estimated by trypan blue exclusion, was between 80 and 90%.

### Transplantation assays

Sorted basal cells were resuspended in 10 μl of 50% growth factor-reduced Matrigel (BD Bioscience) and injected into the inguinal fat pads of three-week-old nude Balb/c females cleared of endogenous epithelium, as described elsewhere [49]. Mutant and control cells were grafted into contralateral fat pads of the same recipient mouse and outgrowths were analyzed 10 weeks after transplantation. Repopulating unit frequency was calculated with Extreme Limiting Dilution Analysis software [50].

### Cell culture assays

Sorted basal cells were cultured in DMEM/F12 medium containing 1% FCS and B27 supplement, at a density of 1000 cells per well [15]. For suspension sphere culture, sorted basal cells were plated on 24-well ultralow-attachment plates at 5000 cells/well and cultured in DMEM/F12 media containing B27, EGF, bFGF, heparin and 2% growth factor-reduced Matrigel (BD Bioscience, [27]. ImageJ software was used for quantification.

### Whole-mount analyses, histology and immunolabeling

Dissected mammary fat pads were spread onto glass slides, fixed in a 1/3/6 mixture of acetic acid/chloroform/methanol and stained with carmine (whole-mount staining). For histological analysis, samples were embedded in paraffin. Sections (7 μm thick) were cut and dewaxed for haematoxylin/eosin staining or immunolabeling, as previously described [23]. The following primary antibodies were used: mouse monoclonal anti-α-smooth muscle actin, anti-K14 (Sigma), anti-K8 (Covance) and anti-oestrogen receptor α (Dako); rat monoclonal anti-HA (Roche); rabbit monoclonal anti-calponin (Epitomics), polyclonal anti-K5, (Covance), anti-Ki67 (Novocastra), anti-c-erbB2, anti c-Myc and anti-PR (sc-284, sc-764 and sc-7208, respectively, Santa Cruz Biotechnologies). Alexafluor-conjugated secondary antibodies (1/1000, Molecular Probes) were used for immunofluorescence labelling. The Envision + System HRP kit (Dako) was used for immunohistochemistry.

### Statistical analysis of the data

All values are shown as mean ± standard error of the mean (SEM). P values were determined using Student’s test with two-tailed distribution and unequal variance.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MMF, MM, AC, MAD and VP performed experiments and analysed data, CD performed bioinformatic analyses of the microarray data, AG and MAD shared expertise, MAG and MMF designed the experimental plan and wrote the manuscript. All authors contributed to data analysis and interpretation and final approval of the manuscript. MMF and MAG contributed equally to this work.

## Supplementary Material

Additional file 1: Figure S1 Immunohistological analysis of K5ΔNβcat mammary tumors. A. Double immunofluorescence with antibodies against: K14 (red) and calponin (green) left panel; K5 (red) and K8 (green), central panel; HA (red) and Ki67 (green), right panel. B. Immunohistochemistry with the antibody against ErbB2 in normal mammary tissue (left) and a K5ΔNβcat hyperplasia (right). Bar: 75 μm (A), 150 μm (B). Click here for file

Additional file 2: Figure S2 Unsupervised hierarchical clustering of K5ΔNβcat tumor data with a dataset obtained from human breast cancer cell lines (A, ref. [25]) and breast tumors (B, Ref. [26]). Click here for file

Additional file 3: Figure S3 Gene expression analysis of K5ΔNβcat mammary tumors. A. Q-PCR analysis of Wnt/β-catenin pathway targets. The graph represent the mean values ± S.E.M. of four control tissue and five K5ΔNβcat tumor samples; p < 0.05. B. Ingenuity pathway analysis (IPA) of Myc pathway in K5ΔNβcat mammary tumors. The genes whose expression is increased in tumors with respect to normal mammary tissue are shown in red, and those whose expression is decreased, in green. Click here for file

Additional file 4: Figure S4 Q-PCR analysis of *Krt14*, and *Krt18* in freshly isolated basal (B) and luminal (L) cell populations from ten month-old virgin control, K5ΔNβcat and K5ΔNβcat; *K5Cre;Myc*^*F/F *^mouse mammary glands (the cell sorting experiment shown in Figure 3B). Click here for file

Additional file 5: Table S1 GOstat analysis of genes downregulated in *Myc*-deficient basal cells. Click here for file

Additional file 6: Table S2 GO analysis of the genes downregulated in Myc-deficient basal cells and upregulated in K5ΔNβcat hyperplasia. Click here for file

Additional file 7: Table S3 Primers used for qPCR analysis. Click here for file

# Supplementary material for: Myc is required for β-catenin-mediated mammary stem cell amplification and tumorigenesis
**Source:** Mol Cancer. 2013 Oct 30;12:132. doi: 10.1186/1476-4598-12-132
**Supplement:** Additional file 5: Table S1 — GOstat analysis of genes downregulated in Myc-deficient basal cells.

**Table S1.** GOstat analysis of genes downregulated in *Myc*-deficient basal cells

|  | GO category | Number of genes (total)* | p-value |
| --- | --- | --- | --- |
| GO:0022613 | ribonucleoprotein complex biogenesis and assembly | 39 (174) | 1.15e-14 |
| GO:0044238 | Primary metabolic process | 472 (5694) | 4.23e-12 |
| GO:0006396 | RNA processing | 53 (330) | 1.09e-10 |
| GO:0006412 | translation | 57 (369) | 1.25e-10 |
| GO:0051301 | cell division | 41 (231) | 2.83e-10 |
| GO:0000278 | mitotic cell cycle | 39 (218) | 5.79e-10 |
| GO:0022403 | cell cycle phase | 44 (263) | 8.15e-10 |
| GO:0006399 | tRNA metabolic process | 23 (97) | 8.59e-10 |
| GO:0007154 | Cell communication | 82 (2387) | 2.66e-08 |
| GO:0006139 | nucleobase, nucleoside, nucleotide and nucleic acid metabolism | 244 (2709) | 2.66e-08 |
| GO:0010467 | gene expression | 223 (2452) | 7.91e-08 |
| GO:0007165 | Signal transduction | 76 (2178) | 3.67e-07 |
| GO:0006260 | DNA replication | 24 (129) | 1.82e-06 |
| GO:0009058 | biosynthetic process | 108 (1045) | 3.35e-06 |
| GO:0006996 | organelle organization and biogenesis | 98 (943) | 1.11e-05 |
| GO:0007166 | Cell surface receptor linked signal transduction | 33 (1170) | 2.38e-05 |
| GO:0043283 | biopolymer metabolic process | 303 (3757) | 2.83e-05 |
| GO:0006364 | rRNA processing | 14 (50) | 9.25e-05 |
| GO:0002376 | Immune system process | 9 (579) | 0.00012 |
| GO:0051276 | Chromosome organization and biogenesis | 37 (277) | 0.00012 |

*Number of affected genes in the ANOVA gene list, total number of genes in that category in parentheses.

# Supplementary material for: Myc is required for β-catenin-mediated mammary stem cell amplification and tumorigenesis
**Source:** Mol Cancer. 2013 Oct 30;12:132. doi: 10.1186/1476-4598-12-132
**Supplement:** Additional file 7: Table S3 — Primers used for qPCR analysis.

**Table S3: Primers used for qPCR analysis**

Acta2-s 5’- GACCCAGATTATGTTTGAGAC - 3’

Acta2-as 5’- GTCCAGCACAATACCAGTTG - 3

Bcn-s 5’- CTATCGGCTGTACTCTGAAC - 3

Bcn-as 5’- CTATCGGCTGTACTCTGAAC - 3

Brca1-s 5’- CTGAGGGCATAAGAAACATTG - 3

Brca1-as 5’- GGCTCCACACACACATTTGA - 3

Ccnd1-s 5’- CATCAAGTGTGACCCGGACTG - 3

Ccnd1-as 5’- CCTCCTCCTCAGTGGCCTTG - 3

Cdh3-s 5’- acgaagcccctgtgtttgtt - 3

Cdh3-as 5’- gtcctgtgcggtatagatgc - 3

Cdk4-s 5’- CCTTCCCGTCAGCACAGTT - 3

Cdk4-as 5’- CCATCAGCCGTACAACATTG - 3

Cspg2-s 5’- ACCACGCTATGAAATCAACTC - 3

Cspg2-as 5’- GAAGGTGTCGCTGAATGAAAC - 3

Efnb2-s 5’- GTGAAGCCAAATCCAGGTTCT - 3

Efnb2-as 5’- CAGCACCACCAAAGTGATGA - 3

Esr1-s 5’- CTGGACAGGAATCAAGGTAAA - 3

Esr1-as 5’- GAGGCACACAAACTCTTCTC - 3

Gapdh-s 5’- CCAATGTGTCCGTCGTGGATC - 3’

Gapdh-as 5’- GTTGAAGTCGCAGGAGACAAC - 3’

Krt14-s 5’- CGGCAAGAGTGAGATTTCTG - 3’

Krt14-as 5’- TCCAGCAGGATTTTGTACTG - 3’

Krt18-s 5’- CCTTGCCGCCGATGACTTTA - 3’

Krt18-as 5’- CAGCCTTGTGATGTTGGTGT - 3’

Mmp14-s 5’- CTGGCGGGTGAGGAATAAC - 3’

Mmp14-as 5’- CAGGGAGGCTTCGTCAAACA - 3’

Myc-s 5’- CACCAGCAGCGACTCTGAA - 3’

Myc-as 5’- CCCGACTCCGACCTCTTG - 3’

Nkd2-s 5’- GTGCCCTACTGTGTGGATGA - 3’

Nkd2-as 5’- CAGGACCAAACTTAGATGTGT - 3’

Pgr-s 5’- CCACCTGTACTGCTTGAATAC - 3

Pgr-as 5’- CAACTGGGCAGCAATAACTTC - 3

Prlr-s 5’- ATAAAAGGATTTGATACTCATCTG - 3

Prlr-as 5’- GTCATCCACTTCCAAGAACTC - 3

Trp63-s 5’- TGCCCAGACTCAATTTAGTGA - 3’

Trp63-as 5’- GAGGAGCCGTTCTGAATCTG - 3’

Trp73-s 5’- CAGCCTTTGGTTGACTCCTA - 3

Trp73-as 5’- ACCGTGTACCTTGTTCATTG - 3

### Other primers were purchased from SABiosciences/Qiagen.

How the deposited data were processed for this re-analysis (not part of the article)

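The 31 arrays cover tumors (11), small hyperplasias (5), large hyperplasias (5) and control mammary tissue (4), and sorted basal cells of control (3) and *Myc*-deficient (3) mice. Conditions were taken from the sample labels, 1 array per sample, and no column of the value table was left unused. RNA of tissue was labelled with the Affymetrix one-cycle kit, and RNA of sorted cells was amplified with NuGEN kits. The values are intensities that the authors computed with the MAS5 algorithm in Affymetrix Expression Console before deposition, according to the submitters' notes, scaling each array to a target of 100. The values are linear signals, and on every array the mean without the lowest and highest 2% was checked to be close to that target. The version of Expression Console is not given in the sources used here.

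The table holds 45101 probe sets. The 64 control probe sets were left out, which left 45037. A gene is listed for 35877 of them, 34945 with 1 symbol and 932 with several, and 9160 have none. Symbols were taken from the table of the array's probes, and 204 probe sets with 1 symbol were not matched by gene ID to the RefSeq table. No reference genome was used, so no coordinates are given. A gene is represented by its probe set with the highest mean log2 signal over the arrays of the fit, so that a gene can be represented by different probe sets in tissue and in sorted cells. Differences between probe sets of a gene are given where they change a call.

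Median signals per array ranged from 27.1 to 30.1 in control tissue, 28.3 to 30.0 in small hyperplasias, 29.8 to 32.9 in large hyperplasias, 23.9 to 29.6 in tumors, 13.2 to 18.8 in control basal cells and 15.0 to 19.7 in *Myc*-deficient basal cells. No 2 arrays held the same values, and the highest Spearman correlation between 2 arrays was 0.966. Tissue and sorted cells, which differ in labelling, correlated at 0.618 to 0.720 and were never compared with each other in a test.

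Tests were made in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit, eBayes with trend) on log2 of the signal plus 16. The 25 tissue arrays were fitted in 1 model and the 6 arrays of sorted cells in another. Probe sets were tested where the higher of both group medians was at least 30, adjusted by Benjamini and Hochberg, and called at an adjusted p under 0.05. Errors beside log2 differences are standard errors of limma, and errors beside signals are SDs between samples. Where every array of a group was below 30, the fold is a lower bound, computed from the mean log2 signal of the other group against 30. Gene lists were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. A log2 difference computed with an offset of 16 is smaller than the ratio of the signals, above all for dim genes.

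Gene lists, comparisons, tests, alternatives and the rule for named genes were written down before the data were examined. In tumors, large hyperplasias and *Myc*-deficient cells, the rule names the 5 largest rises and the 5 largest falls among called genes with a group median of at least 100 and no overlap between the groups, up to 4 called members of each list, and the genes the paper names. The paper's tables and graphs had been seen by then. Where 5 or fewer members of a list moved against the rest they are named as well, and these were chosen after their values were seen. Some genes of the lists, and among the genes the paper names, are not reported here.

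Samples were clustered on standardized log2 signals with Euclidean distance and average linkage, the tree was cut into 3 groups, and groups were compared with the labels by the adjusted Rand index of mclust 6.1.1. The list of genes of Figure 1F is given only as a picture, so the genes of the lists named at the result were used in its place.

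The paper names no pairing of samples. Pairing by replicate number was checked on the deviations of the samples from their group means. Over 9639 probe sets, each *Myc*-deficient pool correlated best with the control pool of its own number (0.283, 0.318 and 0.386), and the replicate number was used there as a block in an alternative. In tissue such correlations ranged from -0.23 to 0.16, so the numbers were not taken as pairs, and a block by replicate number was run there only as an alternative.

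The procedure was tested on simulated data in which 200 probe sets were changed, 100 of them 2-fold and 100 of them 4-fold. In tumors against control tissue 93% and 99% were recovered, with 120 other probe sets called among 22997, and with no change simulated 69 of 22959 were called. In large hyperplasias 87% and 96% were recovered, with 86 others called among 23023. With sorted cells 5% and 46% were recovered, with 5 others called among 19779, and with no change simulated 0 of 19737 were called.

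The alternatives were no offset, a floor at 30, no filter, a filter on the mean signal, quantile normalization, a fit of only the groups compared, eBayes without trend, the methods' t-test and the methods' rule, the replicate number as a block, array weights, the mean over all probe sets of a gene, other distances, linkages and genes for the clustering, and leaving out 1 array at a time from groups of up to 5. After the data were examined, a fit without tumors 1 to 3, whose deviations from the tumor mean go together, and an overlap with *Myc*-deficient cells at an unadjusted p under 0.05 were added. The human data of the paper, its pathway software and its qPCR were not analysed here.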

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

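Chosen only after the result was seen were the tests of epithelium at a constant proportion of basal to luminal cells, of dilution of the basal cells, of a loss of weak signals, of a background marked by *H2-Ea* and of the mitosis list over other splits, and the genes *Csn2* and *Igf2*.

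Basal genes rose in tumors, with a median log2 difference of 1.71. Fewer adipocytes as the whole cause are argued against, since this would raise every other transcript alike and the endothelial list fell, with a median of -1.11. More epithelium at the basal to luminal proportion of control tissue is argued against as well, since in all 11 tumors the basal list exceeded the luminal keratin and junction list by 1.06 to 3.06 on the log2 scale. A larger share of epithelium of whatever kind and a change within the epithelium cannot be told apart, since the basal list exceeded the list of genes shared by all epithelia by only 0.20 and whole tissue was hybridised. By flow cytometry, the paper found a larger share of basal cells in K5ΔNβcat glands without palpable tumors than in control glands. Its staining found tumor cells positive for basal markers. From these arrays alone, a larger share of basal-like cells in the epithelium of tumors stays a hypothesis, since whole tissue does not count cells.

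Genes of the cell cycle were lower on average in *Myc*-deficient basal cells, with a median of -1.46 over 20 mitosis genes. By limma 0 probe sets were called, and the camera call of the list was lost with an estimated correlation. A lower overall signal of these arrays cannot be judged, since each array had been scaled to a target of 100 before. After this scaling the fall was not shared by all probe sets. The mitosis median minus that over all probe sets tested was -1.46. In the 3 *Myc*-deficient pools, the mean over the list lay 0.63 to 2.11 below the median of the other probe sets. A loss of weak signals alone is argued against by the 50 probe sets nearest in signal to each gene in control basal cells. Against them, the mean over the mitosis list differed by -0.58, -1.67 and -2.09 in the 3 pools. That over 22 DNA replication genes differed by -0.64 to -1.06. Cells of another type in the sorted fraction are argued against as the cause, since dilution would lower the basal list, whose median was 0.14 and which stood 0.71 to 2.02 above the mitosis list in the 3 pools. Among luminal, immune, endothelial and fibroblast lists with at least 3 genes tested, the highest median was 0.26 (macrophage, 5 genes), between the bounds written down, and milk and adipocyte genes, left out of that test, had 0.86 (4 genes) and 0.19 (7 genes), so the verdict rests on the basal list. The 10 splits of the 6 pools are too few for a share under 0.05. The median lay 1.46 from 0 in the real split and at most 1.28 in the others (1.16, 0.04 and 0.29 where as many pairs of pools were parted). From these arrays alone, loss of *Myc* stays a hypothesis for this change. By qPCR, which was not analysed here, the paper found proliferation-related genes lower in basal cells of K5ΔNβcat; *K5Cre; Myc* F/F mice.

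Hair follicle genes rose in large hyperplasias, all 19 of them, with a median of 3.45 (3.21 with genes below 30 in control tissue at their bound). Skin carried over in the dissection cannot be told apart from a change in the lesions, since 9 of 12 markers of other skin cells had mean signals below 30 in both groups, so that the median of 0.044 over all 12 decides nothing. The 3 others were brighter in large hyperplasias than in control tissue, *Krt77* and *Lce1b* of epidermis at 95.6 and 47.6 against 8.21 and 10.2 and *Dct* of melanocytes at 55.1 against 17.4. A genetic background marked by *H2-Ea*, which mice such as C57BL/6 do not express, is argued against by a median of 2.90 in small hyperplasias, where *H2-Ea* was absent. A hair follicle program switched on by β-catenin in mammary basal cells stays open as well, and was not tested.

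For all tissue comparisons, chance as the source of the count of called probe sets is excluded over 100 splits of the same samples. The real split called 16652 probe sets in tumors against control tissue (highest other 10777), 10977 in large hyperplasias (7876), 7333 in small hyperplasias (5026), 12800 in tumors against large hyperplasias (7485) and 2259 in large against small hyperplasias (228). The last count was 1246 to 1391 without large hyperplasia 1, 2 or 3 or small hyperplasia 1 or 4 (1250, 1391, 1301, 1246 and 1321). By the other procedures run it was 4041 with array weights, 418 by the methods' t-test with adjustment and 858 by the methods' rule, which has no test. For the sorted cells the 10 splits are too few for a share under 0.05. By limma the real split called 0 and the highest other 1, so all 10 of 10 called as many. At an unadjusted p under 0.05 the real split gave 1259 and the highest others 2176 and 2130, which part 1 pair of equally numbered pools, while the others that part all 3 pairs gave 770, 406 and 438.

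In 7 of 121 groups of samples tested, 1 sample lay far from the rest by Dixon's ratio, and chance gives about 1 in 20, here 6.05. These were the mean scores of the DNA replication list in control tissue 1 (0.16), of the Myc target (0.036), mitosis (0.94) and endothelial (-0.28) lists in small hyperplasia 2 and of the ribosome biogenesis list in large hyperplasia 3 (0.26), and the signals of *Acta2* in control tissue 4 (4075) and of *Ccnd1* in large hyperplasia 5 (1308).

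Some genes were called in opposite directions in tumors and in large hyperplasias against control tissue, and tumors were then tested against large hyperplasias. *Irx4* differed by -1.58 (adjusted p = 1.2e-05), *Lgr5* by -2.75 (adjusted p = 3.3e-07) and *Tpm2*, a tropomyosin gene, by 1.21 (adjusted p = 2.0e-08). The call of *Irx4* in large hyperplasias (0.79, adjusted p = 0.040) ended without large hyperplasia 1 (0.73), 2 (0.72) or 4 (0.80) and without control tissue 1 (0.68), 3 (0.79) or 4 (0.78), with adjusted p up to 0.11, and with no offset, no filter, quantile normalization or array weights.

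Signals outside the genes the paper discusses were found in several groups. In tumors, 22 of 23 squamous genes rose, with a median of 5.76 (5.46 with genes below 30 in control tissue at their bound), and 9 of 10 neutrophil genes rose, with a median of 2.74. Also in tumors, the β-casein gene *Csn2*, below 30 in every control tissue, was at least 43.1-fold higher (6.02 on the log2 scale with the offset, adjusted p = 2.3e-08), and the growth factor gene *Igf2* differed by 4.93 (adjusted p = 4.7e-11). In large hyperplasias, 7 of 8 B cell and plasma cell genes rose, with a median of 1.68, and 12 of 13 macrophage genes rose, with a median of 1.11. *H2-Ea*, which encodes the α chain of the MHC class II molecule I-E, differed by 6.57 in large hyperplasias (adjusted p = 5.5e-07). Its signal was 2045 to 2541 in the 5 large hyperplasias and 1382 in tumor 4, and at most 44.9 in all other samples. The sample labels name the strain C57BL6 throughout and the paper's methods a mixed 129SV/C57BL6 background. A background that the large hyperplasias share and the control tissues lack would be confounded with every comparison of large hyperplasias, and it was tested for the hair follicle genes alone.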

How the results depend on the processing

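Chosen only after the data were seen were the fit without tumors 1 to 3 and the overlaps with *Myc*-deficient cells at an unadjusted p under 0.05. Over all alternatives, single genes in tumors, large hyperplasias and *Myc*-deficient cells kept their direction and side of the threshold in 2166 of the comparisons with their reported value. They became called in 35, were no longer called in 31 and turned in 11, and gene lists did so in 494, 2, 10 and 0. These counts include the methods' rule, which calls by a change over 2-fold, so such moves are not always changes of significance. Without tumors 1 to 3, 16511 probe sets were called in tumors against control tissue and 12859 against large hyperplasias. With the replicate number as a block, 15113, 11094, 7285, 9599 and 2391 were called in the tissue comparisons, 0 in *Myc*-deficient cells (smallest adjusted p 0.085), 2225 there at an unadjusted p, and *Id4* in tumors turned to 0.076. The methods' rule, which has no test, gave 7437 in tumors, 4204 in large and 2301 in small hyperplasias, 3484 in tumors against large hyperplasias, 858 in large against small hyperplasias, 3125 in *Myc*-deficient cells, overlaps of 180, 140 and 243 with large and small hyperplasias and tumors, 80 of Table S2, and -0.062 for *Ccnd1* in large hyperplasias. The methods' t-test gave 3705 in small hyperplasias and 418 in large against small ones after adjustment, and 5619 in the latter, 880 in *Myc*-deficient cells and 36 of Table S2 without. Array weights gave 4041 in large against small hyperplasias and 2 in *Myc*-deficient cells (*Myc* at -3.31 and *Timm10*, which encodes a mitochondrial import protein, at -2.46). No filter gave 2344 at an unadjusted p in *Myc*-deficient cells, and quantile normalization gave -0.039 for *Krt5* there. *Myc*-deficient cells at an unadjusted p shared 228, 199 and 312 probe sets with large and small hyperplasias and tumors. The adjusted Rand index with large hyperplasias was 1 with Pearson distance, 0.83 with complete linkage and 1 on the 1000 most variable probe sets. With small hyperplasias it was 0.575 with Pearson distance and 0.83 with complete linkage, no offset or quantile normalization, and with all 25 arrays it was 0.211 with no offset. Leaving out 1 array at a time gave 1246 to 2638 in large against small hyperplasias, 0 to 10 in *Myc*-deficient cells (10 without pool 3: *Nhp2*, *Timm10*, *Myc*, *Mki67*, *Cdca8*, *Mcm7*, *Timm17b*, *Mcm3* and 2 with no name given), 968 to 2072 there at an unadjusted p (2072 without pool 3), overlaps of 0 to 7, 0 to 6 and 0 to 8, 0 to 2 of Table S2, and indices of 0.334 to 1, 0.661 to 1 and 0.166 to 0.833. It moved Myc targets in *Myc*-deficient cells from -0.42 to -0.23 and tRNA synthetases from -0.56 to -0.38, both without a camera call when control pool 2 was left out. For uncalled genes it gave -0.046 to 0.34 (*Acta2*), -0.40 to 0.022 (*Cdk4*) and -0.043 to 0.20 (*Krt5*) in *Myc*-deficient cells, -0.14 to 0.076 (*Ccnd1*) and -0.19 to 0.023 (*Celsr1*) in tumors and -0.058 to 0.16 (*Ccnd1*) in large hyperplasias. For all of these changes the cause was not tested. Signal over background limits which probe sets can be tested, and 38.5% to 42.8% of them reached 30 on an array of sorted cells.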

Differences from the paper's values

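No test was chosen only after the paper's values were compared, apart from the overlap at an unadjusted p named at the end of the first paragraph.

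The paper gives 85 genes that were lower in *Myc*-deficient basal cells and deregulated in the lesions, which its text calls tumors and the title of its Table S2 hyperplasia. By limma at an adjusted p under 0.05, 0 genes were lower in *Myc*-deficient cells and higher in large hyperplasias, small hyperplasias or tumors, and the paper's text does not name the threshold of its ANOVA. Of the alternatives set before the data were examined, only the methods' rule with small hyperplasias, at 114 genes, came within 1.5 times the paper's count. With large hyperplasias the methods' rule gave 140 genes and with tumors 193. In large hyperplasias array weights gave 1, leaving out *Myc*-deficient pool 2 gave 1 and pool 3 gave 7, and all others gave 0. In an overlap with large hyperplasias chosen after seeing the data, with *Myc*-deficient cells at an unadjusted p under 0.05, 185 genes were both, and 63 of the 92 probe sets of Table S2 were among them, so that it drops 29.

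The paper's Table S2 lists 92 probe sets as lower in *Myc*-deficient cells, and limma called 0 of them, though all 92 were lower. The methods' rule, set before the data were examined, called 80, which is within 1.5 times the paper's count. The methods' t-test at an unadjusted p called 36, leaving out *Myc*-deficient pool 3 gave 2, and all other alternatives gave 0.

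The paper describes *Krt18* as lower in tumors than in control tissue by qPCR. On the arrays its log2 difference was -0.32 (adjusted p = 0.32) in tumors, which no alternative called. It was -0.46 to -0.19 there with 1 control tissue left out at a time. In large hyperplasias it was -0.76 (adjusted p = 0.058) and was called when only the groups compared were fitted (adjusted p = 0.0099), by the methods' t-test at an unadjusted p (0.022), without large hyperplasia 5 (-0.93) and without control tissue 1 (-0.90). The other luminal gene of that statement reported here, *Esr1*, fell by 2.35 on the log2 scale in tumors.

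The paper describes *Trp73* as higher in tumors by qPCR. On the arrays it was too dim to be tested in tumors and was at least 1.24-fold higher in large hyperplasias. *Krt14*, *Trp63* and *Cdh3*, named with it, rose in tumors.

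The paper states that luminal genes were lower in tumors. Its Figure 1F shows 4 luminal epithelial genes, and the longer lists used here are not that set. Over the whole lists, 5 of 9 hormone-sensing luminal genes fell and 2 rose, and 4 of 14 luminal keratin and junction genes fell and 4 rose, with medians of -0.86 and -0.31 that did not pass camera.

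The paper reports that clustering parted normal tissue, hyperplasias and tumors. On the 37 genes used here, this held with small hyperplasias (adjusted Rand index 1) and not with large ones (0.394), and the contrast depends on the settings. With Pearson distance the index was 1 for large and 0.575 for small hyperplasias, and with complete linkage it was 0.83 for both. The 1000 most variable probe sets parted the groups with either size (both 1).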

Other observations

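Chosen only after the values were seen were the genes *Csn2* and *Igf2*.

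Genes of squamous differentiation were far higher in K5ΔNβcat tumors than in control tissue. Of 23 squamous genes tested, 22 rose (23 when adjusted over the list alone), with a median log2 difference of 5.76, or 5.46 with genes below 30 in control tissue at their bound (adjusted p = 2.8e-14 from camera, adjusted p = 0.14 with an estimated correlation). The largest rises of the comparison include *Krt6b*, a keratin of stressed epidermis, at least 195-fold higher, *Stfa3*, a cysteine protease inhibitor gene, at least 130-fold higher, and *Krt1*, a keratin of differentiated epidermis, at least 104-fold higher. Squamous genes were also higher in tumors than in large hyperplasias, 20 of 23, with a median of 2.27, and *Krt1* rose there by 4.30 (adjusted p = 5.8e-10). Large hyperplasias in turn had higher hair follicle genes than tumors, where 16 of 19 were lower and 1 was higher, with a median of -2.37 (adjusted p = 5.6e-04 from camera, adjusted p = 0.51 with an estimated correlation). Single tumors overlapped large hyperplasias, with mean scores over 19 hair follicle genes of 0.49 to 3.59 against 3.00 to 4.05. *Krt25*, *Krt71* and *Krtap8-1*, which encode proteins of the hair shaft and inner root sheath, were at 2249 ± 863, 1439 ± 566 and 1621 ± 616 (SD, n = 5) in large hyperplasias. The largest falls in tumors included genes of fat cells, with *Cidec*, a lipid droplet gene, at -7.25, *Plin4*, another, at -7.01, and *Retn*, the resistin gene, at -6.62. *Nnat* and *Cyp2e1* were among the largest falls too, at -7.06 to -6.85 and -6.57 to -6.47 with 1 control tissue left out at a time.

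Neutrophil genes were higher than in control tissue at every stage. Of 7 tested in small hyperplasias 4 rose (5 when adjusted over the list alone), with a median of 1.50 (adjusted p = 0.0041 from camera, adjusted p = 0.20 with an estimated correlation). In large hyperplasias 7 of 9 rose, with a median of 2.15, or 1.88 with genes at their bound (adjusted p = 0.0018 from camera, adjusted p = 0.14 with an estimated correlation). In tumors 9 of 10 rose, with a median of 2.74 (adjusted p = 9.6e-04 from camera, adjusted p = 0.25 with an estimated correlation), among them *S100a8* and *S100a9*, which encode calprotectin, at 6.74 and 7.01. These genes are also expressed by stressed keratinocytes. B cell and plasma cell genes were higher in large hyperplasias than in tumors, all 8 of them, with a median of -1.84 for tumors against large hyperplasias (adjusted p = 7.1e-04 from camera, adjusted p = 0.40 with an estimated correlation), and *Jchain*, the joining chain gene of antibodies, differed by -3.32 (adjusted p = 2.1e-05). T cell genes were higher there too, 6 of 7, with a median of -0.80 (adjusted p = 0.018 from camera, adjusted p = 0.43 with an estimated correlation). In large against small hyperplasias, 1175 probe sets were higher and 1084 lower, a total of 2259 that was 1246 to 1391 without large hyperplasia 1, 2 or 3 or small hyperplasia 1 or 4 (1250, 1391, 1301, 1246 and 1321). It was 4041 with array weights, 418 by the methods' t-test with adjustment and 858 by the methods' rule. With quantile normalization, 1161 probe sets were higher and 1370 lower. Of 8 B cell and plasma cell genes 7 rose and of 7 T cell genes 5 rose, with medians of 1.23 and 0.95 (adjusted p = 8.8e-06 and 1.1e-04 from camera, adjusted p = 0.24 for both with an estimated correlation).

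Cholesterol synthesis genes rose in tumors, 12 of 15, and 1 fell, with a median of 0.81 (adjusted p = 0.0019 from camera, adjusted p = 0.30 with an estimated correlation). *Hsd17b7* and *Cyp51*, which encode enzymes of the pathway, rose by 2.42 and 2.39. Of 11 interferon response genes 9 rose, with a median of 1.06 (adjusted p = 0.011 from camera, adjusted p = 0.50 with an estimated correlation). Genes of a list drawn up for the stress of tissue handling rose in tumors, 8 of 11, and 2 fell, with a median of 0.62 (adjusted p = 0.027 from camera, adjusted p = 0.31 with an estimated correlation). Whether handling was the source of this rise was not tested. *Csn1s1*, another casein gene, was at least 42.8-fold higher in tumors, and *Csn2* had signals of 172 to 6004 in single tumors. Fibroblast and matrix genes went both ways in tumors, with 7 of 15 higher and 4 lower, a median of -0.23 and a mean of 0.03.

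*Erbb2* had a log2 difference of 0.27 in tumors (adjusted p = 0.063, called without control tissue 4 at 0.39 and with quantile normalization at 0.29). Leaving out 1 control tissue at a time gave 0.14 to 0.39 in tumors (adjusted p up to 0.36). In large hyperplasias *Erbb2* had a log2 difference of 0.71 (adjusted p = 3.1e-04). *Pgr* had one of -0.33 in large hyperplasias (adjusted p = 0.63), and of -0.60 to -0.04 with 1 array left out at a time. In *Myc*-deficient basal cells, the smooth muscle list had a median of 0.31 over 15 genes (adjusted p = 0.021 from camera, adjusted p = 0.38 with an estimated correlation), with 0 genes called and, with the pool number as a block, 7 higher over the list alone. It did not pass with quantile normalization (0.14) or without *Myc*-deficient pool 2 (0.23) or 3 (0.30) or control pool 1 (0.24). The interferon list had a median of 0.89 over 5 genes (adjusted p = 0.0043 from camera, adjusted p = 0.32 with an estimated correlation), and did not pass without *Myc*-deficient pool 3 (0.66) or control pool 2 (0.17).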
